# Long-Range Chromosome Interactions Mediated by Cohesin Shape Circadian Gene Expression

**DOI:** 10.1371/journal.pgen.1005992

**Published:** 2016-05-02

**Authors:** Yichi Xu, Weimin Guo, Ping Li, Yan Zhang, Meng Zhao, Zenghua Fan, Zhihu Zhao, Jun Yan

## Abstract

Mammalian circadian rhythm is established by the negative feedback loops consisting of a set of clock genes, which lead to the circadian expression of thousands of downstream genes *in vivo*. As genome-wide transcription is organized under the high-order chromosome structure, it is largely uncharted how circadian gene expression is influenced by chromosome architecture. We focus on the function of chromatin structure proteins cohesin as well as CTCF (CCCTC-binding factor) in circadian rhythm. Using circular chromosome conformation capture sequencing, we systematically examined the interacting loci of a Bmal1-bound super-enhancer upstream of a clock gene *Nr1d1* in mouse liver. These interactions are largely stable in the circadian cycle and cohesin binding sites are enriched in the interactome. Global analysis showed that cohesin-CTCF co-binding sites tend to insulate the phases of circadian oscillating genes while cohesin-non-CTCF sites are associated with high circadian rhythmicity of transcription. A model integrating the effects of cohesin and CTCF markedly improved the mechanistic understanding of circadian gene expression. Further experiments in cohesin knockout cells demonstrated that cohesin is required at least in part for driving the circadian gene expression by facilitating the enhancer-promoter looping. This study provided a novel insight into the relationship between circadian transcriptome and the high-order chromosome structure.

## Author Summary

Circadian rhythm regulates daily oscillations of many physiological processes in a wide range of organisms. In mammals, circadian rhythm drives the cycling expression of thousands of downstream genes. The temporal control of transcription takes place under high-order chromosome structure, which is established by looping distant loci on the linear DNA double strands. The most important chromatin structure proteins studied so far are cohesin and CTCF. Using circular chromosome conformation capture technologies, we found that cohesin binding sites are enriched in interacting regions of an enhancer bound by a key circadian transcription factor, Bmal1. Globally, cohesin and CTCF have disparate functions on transcriptional regulation. We developed a quantitative model integrating the effects of cohesin and CTCF in circadian gene regulation. With further computational and experimental approaches, we validated several cases of circadian oscillating genes where cohesin facilitates the enhancer-promoter looping. Taken together, this study showed that circadian gene expression is orchestrated under the long-range interactions mediated by cohesin.

## Introduction

Circadian rhythm is a daily oscillation of physiological processes and behaviors in varieties of living systems [1,2]. In mammals, the endogenous clock is established by interconnected transcriptional-translational feedback loops including a series of clock genes, for instance, *Bmal1*, *Clock*, *Nr1d1*, *Nr1d2*, *Per* and *Cry* family genes [3,4]. Transcription factor complex Bmal1-Clock drives *Nr1d1*, *Nr1d2*, *Per* and *Cry* family gene expression via cis-regulatory element E-box. Conversely, Per and Cry proteins repress the transcriptional activity of Bmal1-Clock by protein-protein interaction. In addition, transcription repressors Nr1d1 (Rev-erbα) and Nr1d2 (Rev-erbβ) inhibit the transcription of Bmal1 through retinoic acid-related orphan receptor response element (RRE). Other clock genes like *Dbp*, *Tef*, *Dec1*, and *Dec2* are also involved in the feedback loops. These genes constitute the molecular makeup of central clock system that robustly oscillates across different tissues and generate the circadian expression of thousands of downstream genes. In mammals, master clock residing in suprachiasmatic nucleus (SCN) directs tissue-specific circadian clocks in peripheral tissues. Circadian oscillating genes (COGs) showing 24-hour rhythm in mRNA expression level in mouse liver have been intensively studied by transcriptomic profiling technologies [5,6]. High-throughput studies on circadian transcription factor binding [6,7] and histone modifications [6,8] by ChIP-Seq, and enhancer RNAs by GRO-Seq [9] have hinted the circadian regulation in intergenic regions distal to gene promoters. Furthermore, the cycling profiles of many COGs were found to be inconsistent with the proximal binding of circadian transcription factors [10]. Thus, long-range chromasome interactions between promoters and enhancers may be required for a deeper understanding of the temporal organization of widespread COGs.

Over the past few years, the development of comprehensive chromosomal interaction mapping technologies facilitated our current understanding of three-dimensional architecture in chromosome conformation [11]. It was found that the boundaries of chromatin interaction domains are enriched for binding sites of CTCF (CCCTC-binding factor) [12,13], which is commonly accepted as a barrier protein binding to the insulators [14]. Cohesin is another chromosome structure protein with crucial function in sister chromatin cohesion and chromosome remodeling [15]. Cohesin complex contains four subunits, Smc1, Smc3, Scc1 (also called Rad21), and Scc3 (known as Stag1 and Stag2 in mammalian cells), which form an open-close ring structure to hold DNA [16,17]. Cohesin cooperates with Mediator or CTCF [18,19] in controlling gene expression independent of its function in sister chromatid cohesion [20]. The co-binding sites of CTCF and cohesin repress gene expression by insulating enhancer action [18,21]. In comparison, CTCF-independent cohesin binding sites are reported to be cell type specific and predominately associated with transcriptional factor binding sites [22,23].

The high-order chromosome structure conveys important message on the transcription [24], which should also apply to the regulation of COGs. An earlier study in mouse embryonic fibroblast (MEF) cells analyzed the chromosomal interactions anchored to a COG *Dbp* [25]. However, the roles of chromosome structure proteins were not yet explored. In this study, we systematically identified long-range interactions involving a Bmal1 bound super-enhancer upstream of a clock gene *Nr1d1* in mouse liver. Notably, we found that cohesin binding sites are enriched in these interactions. With bioinformatics analysis and further experiments in cohesin-deficient MEF cells, our study provides the first line of evidences that cohesin can exert the influence upon genome-wide circadian expression by mediating long-range chromosome interactions.

## Results

### The interactome of a circadian super-enhancer is enriched with cohesin

To study the effect of high-order chromatin structure on circadian rhythm, we focus on a pioneer-like transcription factor in circadian regulation: Bmal1 [26]. We identified 3,244 Bmal1 enhancers [27] in mouse liver from published Bmal1 binding sites and histone marks of enhancers. Among them, the top 3% with highest Bmal1 binding signals were defined as super-enhancers [28] (Methods, S1 Table). 

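*Nr1d1* encodes REV-ERBα, a nuclear receptor of the circadian clock that represses the transcription of *Bmal1*. It lies on the minus strand of chromosome 11 of the mouse genome (mm9, NCBIM37) from 98629246 to 98636647. The first-ranked Bmal1 super-enhancer of S1 Table spans 597 bp of the same chromosome, from 98644451 to 98645047, and begins 7804 bp beyond the transcription start of *Nr1d1*. In the GENCODE annotation of this assembly it overlaps 0 genes and is therefore intergenic. The next protein-coding gene on its other side is *Msl1*, a subunit of a histone acetyltransferase complex, on the plus strand from 98656830 to 98669173 and 11783 bp away. The super-enhancer has a G and C content of 57.6% and holds 1 E-box CACGTG, the motif bound by Bmal1 and Clock, from 98644856 to 98644861. The plus-strand sequence around this E-box, from 98644841 to 98644876, is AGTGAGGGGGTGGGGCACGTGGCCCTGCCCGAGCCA. HindIII sites enclose the super-enhancer in a fragment of 6981 bp, from 98643716 to 98650696, that holds 3 CACGTG motifs and 17 DpnII sites (GATC). Each bait primer of S5 Table matches chromosome 11 once, in this fragment. The HindIII primer lies on the plus strand from 98650668 to 98650686, next to the HindIII site (AAGCTT) at 98650697 to 98650702, and the DpnII primer on the minus strand from 98649539 to 98649561.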

To reveal the long-range interactions involved in circadian enhancers, we selected a Bmal1 super-enhancer located ~8 kb upstream of a clock gene *Nr1d1* (S1A Fig). This enhancer harbors the strongest Bmal1 binding site in mouse liver with rhythmic binding (S1B Fig). 

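Livers of male mice kept in constant darkness were taken at circadian time 6 (CT6, the middle of the subjective day) and circadian time 18 (CT18, the middle of the subjective night), from 3 mice at each time, and each liver gave 1 library. The sample labels give CT6 and CT18 too, while their protocol writes ZT6 and ZT18 for the same animals, and the circadian times are used here. The assay joins pieces of chromatin that lie close together in the nucleus. Crosslinked chromatin is cut with HindIII and ligated, the DNA is cut again with DpnII and circularized, and the pieces joined to the bait are amplified with bait primers and sequenced. The number of reads at a HindIII fragment is therefore a relative measure of how often that fragment was joined to the bait. The authors separated the reads by the bait primers, aligned them to mm9 with Bowtie, kept reads that mapped uniquely at HindIII sites of chromosome 11 and deposited raw counts per HindIII fragment for each library, without pooling. The 36237 HindIII sites of the chromosome leave 36236 fragments with a median length of 2219 bp, and 31787 of them held no read in any library. Of the 1028 fragments within 2 Mb of the bait, 758 held a read in at least 1 library and 98 in all 6.
The counts still hold self-ligated reads, on the bait fragment, and non-cut reads, on the next fragment (98650703 to 98654983), whose numbers equal those of S6 Table in every library. Both fragments were left out. This removed 48.96%, 19.3% and 65.8% of the reads of CT6 replicates 6, 7 and 8 and 43.3%, 47.3% and 45.5% of those of CT18 replicates 9, 10 and 11. The reads that remained were 223497, 1196392 and 163765 at CT6 and 797160, 763095 and 647346 at CT18, which is 100.5% to 102.8% of the reads for analysis that the paper gives in S6 Table. Libraries were compared as reads per 1000000 of these totals (RPM), and the bait position is the middle of the super-enhancer. Reads of this assay are PCR copies without molecular identifiers, so reads on 1 fragment are not independent molecules and the spread between the 3 mice, given as SD, is the error used throughout. Every pair of libraries differed far beyond the sampling noise of their counts (chi-square per degree of freedom 229 to 634), so none was a copy of another.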

Using this enhancer as the bait, we detected its interacting regions in mouse liver by circular chromosome conformation capture sequencing (4C-Seq) at CT6 (CT: circadian time, n = 3) and CT18 (n = 3) when Bmal1 binding is at its peak and trough respectively. Genomic regions consistently enriched in 4C signals in at least two out of three biological replicates at a given time point were identified as enhancer interacting regions, resulting 49 regions at CT6 and 51 regions at CT18 respectively within 2 Mb to the enhancer (FDR = 0.01, Methods and S2 Table). 

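The windows called from the deposited counts lie next to the 75 kb masked around the bait, at lower coordinates. They cover *Csf3*, which encodes granulocyte colony-stimulating factor, and the adjoining ends of *Psmd3*, a proteasome subunit gene, and *Med24*, a Mediator subunit gene. At CT6, 3 windows of 3 neighboring fragments were called in at least 2 of the 3 mice, and at CT18 also 3, with 2 in common. The common windows span 98557257 to 98562917 and 98559874 to 98564377 on chromosome 11 (mm9). The first held 5274, 34851 and 3831 reads in the CT6 mice and 35193, 27956 and 32959 in the CT18 mice. The window from 98562150 to 98564913 was called at CT18 alone and that from 98562924 to 98570179 at CT6 alone. S2 Table lists no window here but single fragments, and the common windows consist of fragments that it lists at CT6, at CT18 or at both. No single fragment within 75 kb was called, and none could be, because the cutoff for them lay far above the highest fragment in every library. It was 58154 reads in CT6 replicate 6 and 435386 in CT6 replicate 7. The highest fragments there held 3.44% and 5.63% of 223497 and 1196392 reads. With 150 kb masked on either side, or the span of the single fragments of S2 Table, 0 regions were called at CT6 and 0 at CT18, so these calls depend on the width masked.
Methods gives the masked region as 150 kb to the bait and the null as permutations of raw reads, in a custom pipeline generally following FourSig, a published method that was not run here. The width and the exact null are thus open. Here sums over 3 fragments within 2 Mb but more than 75 kb from the bait were set against 100 permutations of the fragments' counts, with the cutoff at the 95% quantile for an FDR of 0.01. Single fragments within 75 kb were set against this cutoff scaled by the ratio of reads per fragment and divided by 3, the fragments of a window. When the null redistributed reads one by one among the fragments, 125 regions were called at CT6 and 179 at CT18, 80 of them at both, and these included 38 of the 49 regions that S2 Table lists at CT6 and 42 of the 51 at CT18. This null called 67, 68 and 70 regions at CT6 without CT6 replicate 6, 7 and 8, 108, 117 and 126 at CT18 without CT18 replicate 9, 10 and 11, and 48 to 67 at both. With that null, 115 of the regions called at CT6 were windows, and shuffling each library's counts among fragments at similar distance with a read in any library gave 114 to 153 windows. On simulated CT6 libraries with 15 planted clusters of contacts 10 times above the mean, the permutation null recovered 13 on an even background and 0 on a background of shuffled real counts, while the redistribution null recovered 15 on both but, where no cluster was planted, called 0 windows on the even background and 90 on the shuffled one. Without CT6 replicate 6, or without CT6 replicate 8, the permutation null called 0 regions at CT6.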

A highly interacting region spanning approximately ~150 kb around the bait region shows markedly elevated signals at both CT6 and CT18 (Fig 1A and S1C Fig).

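In every mouse, all 46 HindIII fragments within 75 kb of the bait, apart from the 2 left out, held reads. At CT6 they held on average 8901 ± 1234 RPM per fragment (SD, n = 3), against 250.0 ± 35.5 for fragments from there to 2 Mb, and at CT18 9450 ± 374 against 301 ± 9.21. The ratio of inside to outside was 35.7 ± 3.54 at CT6 and 31.4 ± 0.293 at CT18. Farther out than 75 kb, 25.1% ± 11.6 of fragments held a read at CT6 and 39.5% ± 4.19 at CT18. These shares are not scaled to depth. Within 2 Mb, the small CT6 libraries, replicates 6 and 8, had 209 and 246 fragments with reads. The deeper CT6 replicate 7 had 421, within the CT18 range of 393 to 475. The fragments with most reads flank the bait. The first, from 98654990 to 98656016, lies between the bait and *Msl1* and took 4.41% ± 1.20 of the reads at CT6 and 4.58% ± 0.0742 at CT18. The second, from 98656023 to 98658558, holds the *Msl1* promoter, with a mean over the 6 libraries of 3.55%, and the fourth, from 98633687 to 98636938, holds the *Nr1d1* promoter, with 1.84%.
Reads fell with distance at both times. Fragments 10 to 17.0 kb from the bait had 29600 ± 4601 RPM per fragment at CT6 and 33564 ± 4043 at CT18, and those 1177 to 2000 kb away 83.8 ± 29.7 and 93.5 ± 18.2. The slope of log10 reads (plus a pseudocount of 1) on log10 distance over 10 bins was -1.28 ± 0.00258 at CT6 and -1.26 ± 0.0543 at CT18, a difference of -0.0207 that did not exceed the spread between mice (two-sided exact permutation test, p = 0.7, where 0.1 is the smallest p that 3 mice against 3 allow). From 200 kb to 2 Mb the difference of the slopes had the opposite sign, at 0.182. The part of chromosome 11 within 2 Mb took 65.4% ± 8.67 of the reads at CT6 and 73.0% ± 2.62 at CT18 (two-sided exact permutation test, p = 0.4), and of these reads 48.3% ± 3.78 and 49.1% ± 2.14 lay at lower coordinates than the bait (two-sided exact permutation test, p = 0.8). The paper takes this region from the reads around the bait and masks it when calling regions elsewhere. Its Discussion states that strong interactions within 150 kb of the super-enhancer were independent of circadian time and restricted to a TAD that does not vary between cell types, and takes this as a hint of a stable backbone for circadian regulation.

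**Figure D1:**
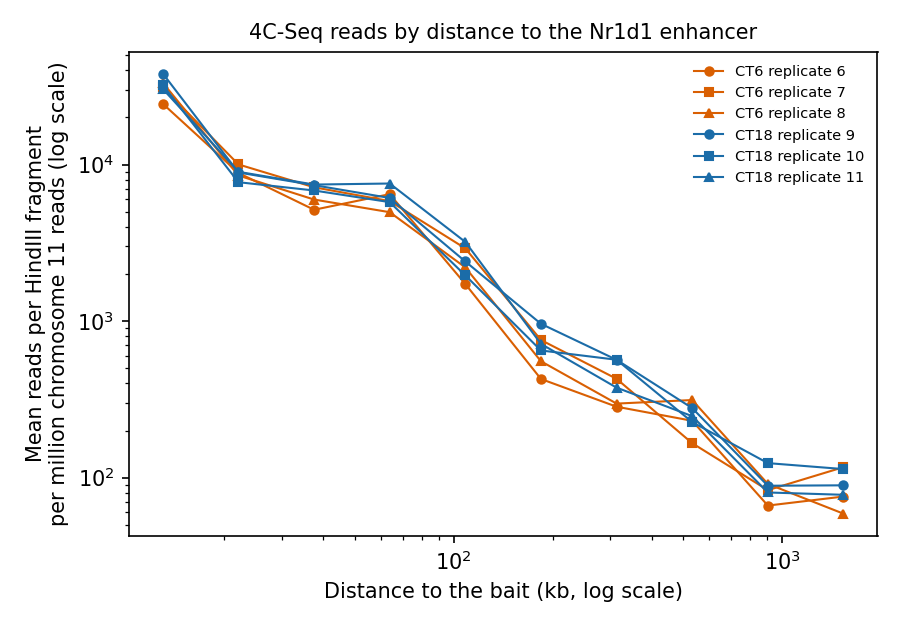
Mean reads per HindIII fragment, as RPM of chromosome 11 (log scale), against distance to the bait in kb (log scale), in 10 distance bins, with 1 line for each of the 3 CT6 mice (orange) and the 3 CT18 mice (blue). The lines of both times overlap and fall from 29600 (CT6 mean) and 33564 (CT18 mean) in the first bin to 83.8 and 93.5 in the last.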

**Fig 1:**
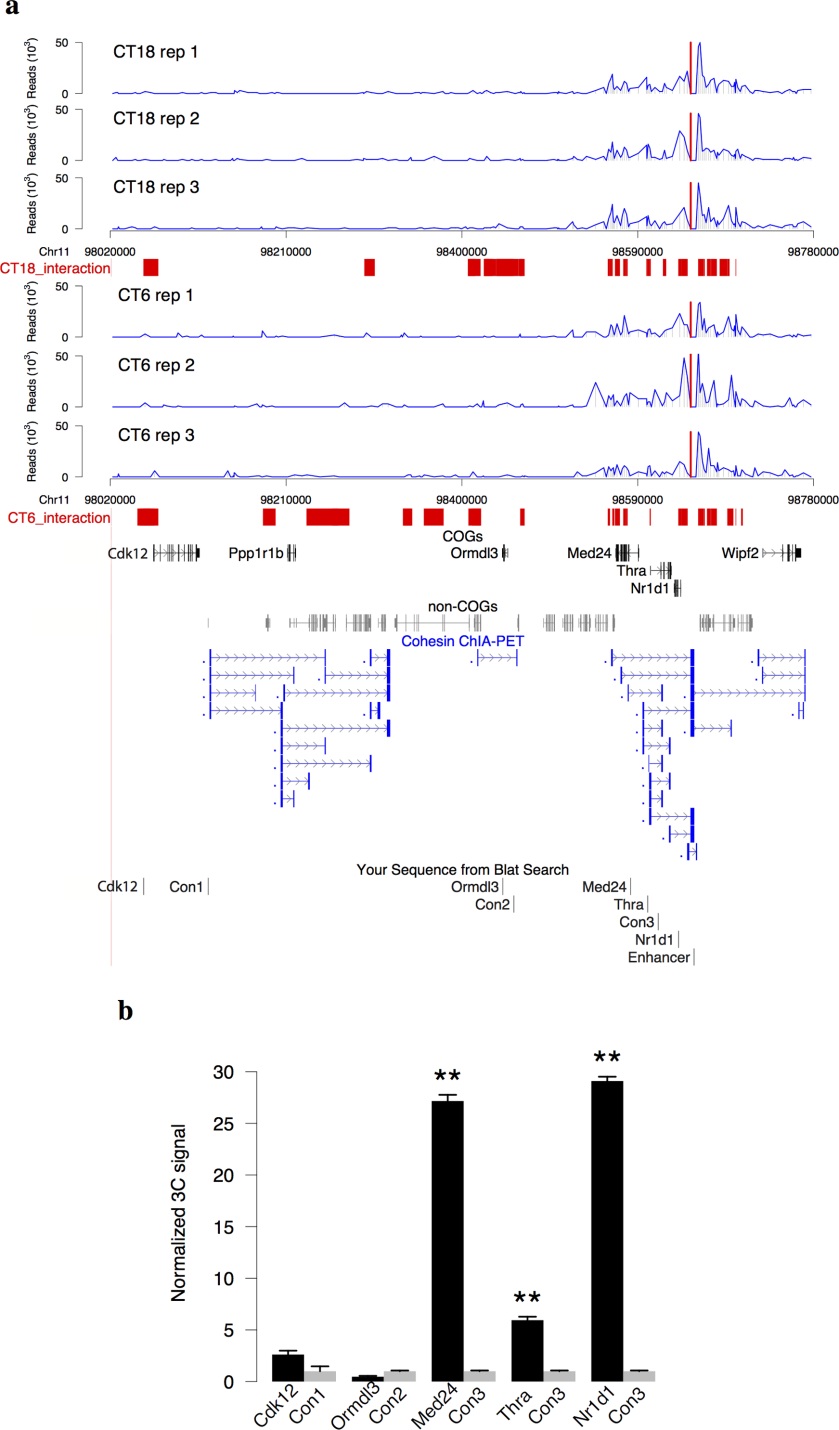
4C-Seq of a circadian super-enhancer. (a) The read profile of 4C-Seq at the enhancer locus upstream 8 kb of *Nr1d1* (red lines). Three mice were sacrificed for each time point (CT6 and CT18). The enhancer interacting regions were shown in red bars (Methods, FDR = 0.01 in at least two out of three replicates). COGs [5] and non-COGs in this region were showed respectively. The highly interacting region, 150 kb surrounding the bait, is enriched with cohesin loops from cohesin ChIA-PET in mouse ES cells [29]. (b) The result of 3C-qPCR assays between the bait and *Nr1d1*, *Thra*, *Med24*, *Ormdl3*, and *Cdk12* genes at CT6 (mean+/-SD, 3 biological replicates, 3 technical replicates). The positions of primers in 3C assays were shown at the bottom of Fig 1A. Student’s t-test was applied to compare 3C signals between gene promoter and control region. **p < 0.01.

We next obtained 3,018 COGs and their circadian phases from a published microarray data of high temporal resolution in mouse liver [5]. Out of them, *Fbxl20*, *Cdk12*, *Med24*, *Thra*, and *Nr1d1* show interactions with the enhancer at CT6. 

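Of the 5 COG promoters given here for CT6, those farthest from the bait had the highest ratios to the reads at their distance. These ratios are not on 1 scale across distances, because reads are sparse far from the bait. At CT6 all fragments kept within 75 kb held reads, against 25.1% ± 11.6 of those from there to 2 Mb. A far window with reads is therefore set against a mean that includes many empty fragments. *Cdk12*, a kinase that phosphorylates RNA polymerase II, has its promoter 580 kb below the bait, and *Fbxl20*, the substrate adaptor of a ubiquitin ligase, 633 kb below it. The window of 3 fragments at the *Cdk12* promoter (98053860 to 98070022 on chromosome 11, mm9) held 4651 ± 1592 RPM at CT6 (SD, n = 3), a log2 ratio of 3.14 ± 0.38 to the mean of other windows at 0.5 to 2 times its distance, and ranked between 3 and 23 of 444 such windows in the 3 mice. The *Fbxl20* window (97999317 to 98017661) held 1931 ± 1098 RPM, with a log2 ratio of 1.89 ± 0.97, and was above its expectation in 3 of 3 mice. The promoters inside the highly interacting region had far more reads, close to the level of their distance. *Nr1d1* (98621168 to 98643154) held 46393 ± 18380 RPM, *Thra*, the thyroid hormone receptor α (98599869 to 98603695), 16136 ± 5238, and *Med24* (98581102 to 98599862) 17898 ± 10835. Their log2 ratios were 0.08 ± 0.62, -0.28 ± 0.61 and -0.08 ± 0.85, within the spread between mice. For *Nr1d1* this depends on the windows it is compared with. Against the 2 windows on its side of the bait, its ratio was 0.87 ± 0.34, above 0 in 3 of 3 mice. Both of these windows share fragments with the *Nr1d1* window, so it is set in part against its own reads. Against the 2 windows in a narrower range of distances, its ratio was -0.74 ± 0.68, above 0 in 0 of 3.
Ratios carry a pseudocount of 1 and no p, since 3 values cannot reach 0.05 in an exact test. On the single fragment that holds the promoter, in place of 3, the log2 ratio of *Cdk12* was -5.61. Most reads of its window lay beside the promoter. The fragment from 98053860 to 98061305 overlaps *Med1* and ends before *Cdk12* begins at 98064373. In CT6 replicates 6, 7 and 8 it held 726, 5171 and 67 of the window's 726, 5172 and 1045 reads. Over all alternatives the CT6 ratios ranged from -5.61 to 9.21 for *Cdk12* and from 0.93 to 8.06 for *Fbxl20*. Among the regions that S2 Table lists at CT6, the promoter fragments of *Nr1d1*, *Cdk12* and *Fbxl20* are included, while *Thra* and *Med24* are overlapped in their gene bodies, by 1 and 3 regions.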

Quantitative chromosome conformation capture (3C-qPCR) analysis was performed to validate the interactions between selected COGs and the enhancer at CT6. 

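The 3C primers of S5 Table each match 1 HindIII fragment of chromosome 11 (mm9), and the 4C reads on those fragments at CT6 rank the genes as follows. The *Nr1d1* primer fragment (98633687 to 98636938) held 16421 ± 5845 RPM (SD, n = 3 mice), the *Thra* fragment (98599915 to 98602414) 7172 ± 2515 and the *Med24* fragment (98581957 to 98599386) 6487 ± 1712. The control fragment Con3 (98611316 to 98615837), which lies within the gene body of *Thra*, held 3, 8705 and 72 reads in CT6 replicates 6, 7 and 8, or 2576 ± 4076 RPM. The ratios of the means to Con3 were 6.37 for *Nr1d1*, 2.78 for *Thra* and 2.52 for *Med24*. *Nr1d1* and *Med24* exceeded Con3 in 3 of 3 mice and *Thra* in 2 of 3.
The *Cdk12* primer fragment (98053860 to 98061305) overlaps the neighboring gene *Med1* and ends before *Cdk12* begins at 98064373. It held 726, 5171 and 67 reads and its control Con1 (98123918 to 98133451) 17, 0 and 1, a ratio of means of 97.1. *Ormdl3* encodes a regulator of sphingolipid synthesis in the endoplasmic reticulum, and its fragment (98443064 to 98455009) held 2, 4332 and 312 reads, against 0 in each mouse on its control Con2 (98455016 to 98460315). The spread between mice on Con1 and Con3 exceeded their means, so the size of these ratios is uncertain, and no test was made on 3 ratios.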

In all cases tested, the interactions identified by 4C are highly consistent with 3C-qPCR results (Fig 1A and 1B). *Cdk12* shows a weak interaction with the enhancer. *Ormdl3*, a non-interacting COG at CT6, shows a lower interaction with the enhancer than the control. In comparison, *Nr1d1*, *Thra*, and *Med24* demonstrate strong interactions with the enhancer of 6–30 folds over the nearby control regions. The highly interacting region identified in our study falls into one of topologically associating domains (TAD) identified by Hi-C in mouse embryonic stem (ES) cells [12] (S2 Fig). The circadian phases of *Thra* and *Med24* are both around CT0 (Fig 2A). The closeness of their circadian phases suggests that they are likely co-regulated by the same enhancer [8]. Interestingly, the interactions with the bait within highly interacting region are significantly enriched of chromatin loops from cohesin ChIA-PET (chromatin interaction analysis by paired-end tag) data [29] (Fig 1A, Chi-squared test p < 10^−16^) but are devoid of chromatin loops from CTCF ChIA-PET data in mouse ES cells [30]. The interactome data in mouse ES cells implies the potential involvement of cohesin in the long-range interactions with *Nr1d1* enhancer. When we examined broader regions of interactions, nearly 50% of enhancer interacting regions at CT6 or CT18 overlapped with cohesin-non-CTCF sites as compared to merely 20% for cohesin-CTCF sites or random sites obtained by the permutation of cohesin-CTCF or cohesin-non-CTCF sites (Fig 2B). Furthermore, we profiled all Bmal1 super-enhancers in mouse liver and found that they have high occupancy of cohesin (Fig 2C). Therefore, our 4C-Seq data suggested that cohesin is implicated in facilitating circadian enhancer and promoter interactions.

**Fig 2:**
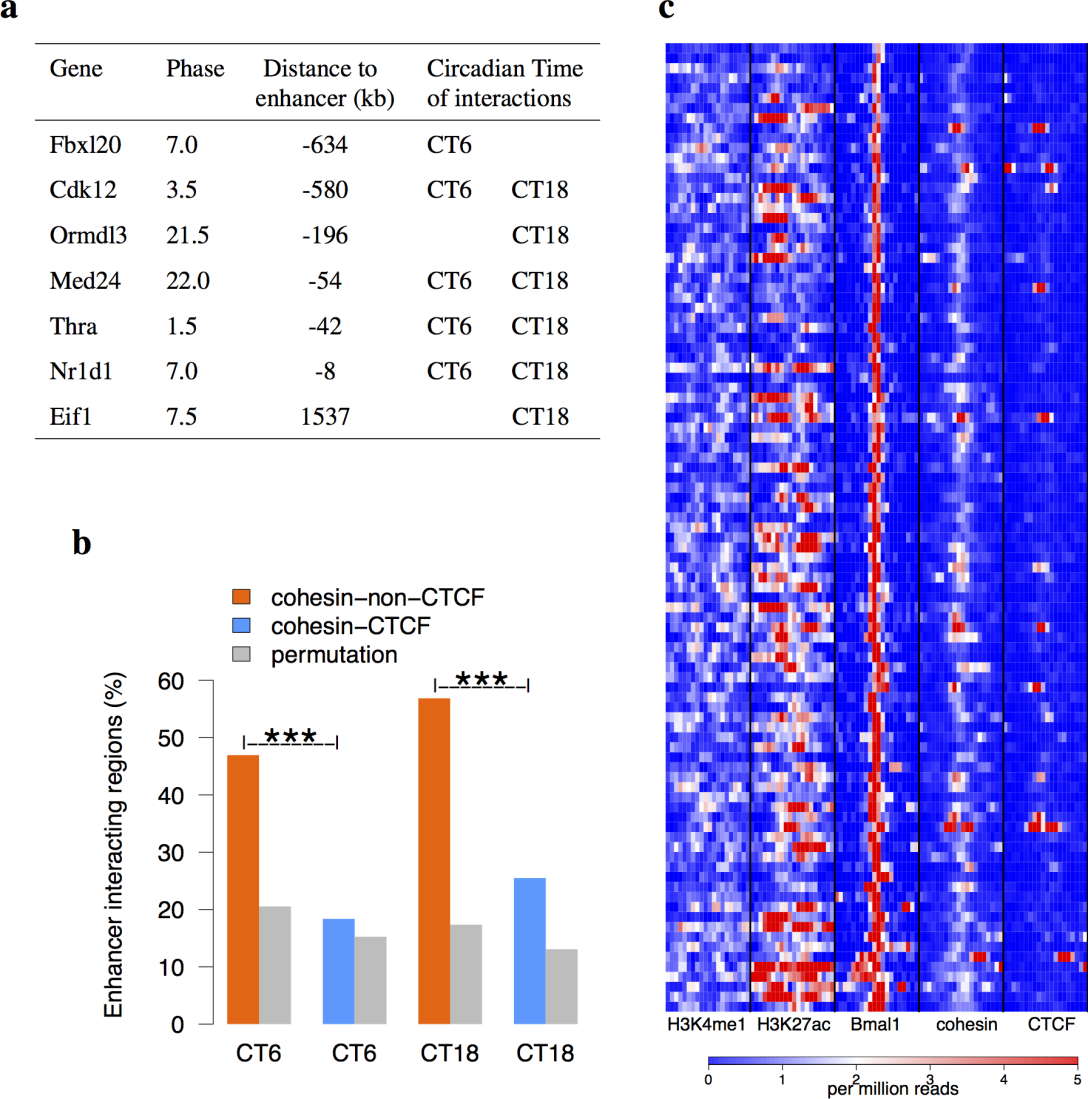
Cohesin is involved in circadian interactome. (a) The COGs in mouse liver interacting with the enhancer at CT6 or CT18. Their circadian phases and distances to the bait were listed. (b) The enhancer interacting regions significantly overlap more with the binding sites of cohesin-non-CTCF than cohesin-CTCF and randomly permutated cohesin-CTCF or cohesin-non-CTCF sites at both time points (binomial test). These two binding sites were identified from *de novo* analysis of ChIP-Seq data [22] (Methods). (c) The H3K4me1, H3K27ac [31], cohesin, and CTCF [22] ChIP-Seq signals around 97 Bmal1 super-enhancers. The binding sites were sorted by the signals on Bmal1 ChIP-Seq data [6]. The Bmal1 super-enhancers contain higher binding signals of cohesin than CTCF. ***p < 10^−4^.

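Of the 7 promoters named as contacts of the enhancer, 0 differed between CT6 and CT18 in edgeR's quasi-likelihood test over 548 windows of 3 fragments, 0 when adjusted over the list alone (smallest adjusted p = 0.628 from edgeR), 0 at an unadjusted p under 0.05 and 0 in DESeq2. The point estimates went both ways. Their standard errors are approximate, worked back from the fold change and the F statistic of the test. *Cdk12* had a log2 fold change of CT6 over CT18 of 1.30 (standard error 1.15) and *Fbxl20* of 0.93 (standard error 1.74). *Nr1d1*, *Thra* and *Med24* had 0.41 (standard error 0.31), -0.32 (0.38) and -0.16 (0.42). *Ormdl3* had -0.14 (standard error 1.49), and *Eif1*, a translation initiation factor 1536 kb above the bait, -2.50 (standard error 2.09).
The *Eif1* window (100179671 to 100183392 on chromosome 11, mm9) held 1, 923 and 53 reads at CT6 and 2315, 3503 and 201 at CT18, which is a log2 ratio to windows at its distance of -0.51 ± 3.37 (SD, n = 3) and 3.00 ± 1.82. The sign at CT6 depends on the expectation, since against the median of those windows in place of their mean the ratios were 5.54 ± 4.43 and 9.87 ± 2.08. The *Ormdl3* window (98436772 to 98460315) held 3, 6316 and 312 reads at CT6 and 2793, 801 and 3379 at CT18, with ratios of -1.71 ± 4.04 and 0.15 ± 1.14. At CT18 the ratio was 1.85 ± 1.05 for *Cdk12*, 0.93 ± 1.30 for *Fbxl20*, -0.11 ± 0.51 for *Nr1d1*, 0.18 ± 0.44 for *Thra* and 0.46 ± 0.20 for *Med24*. S2 Table lists the promoter fragments of *Ormdl3*, *Thra* and *Eif1* at CT18 alone and that of *Fbxl20* at CT6 alone. Without CT6 replicate 6 the log2 fold change of *Ormdl3* was 0.48, and on the single promoter fragment that of *Cdk12* was -9.27 and the CT18 ratio of *Eif1* -0.91.

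**Figure D2:**
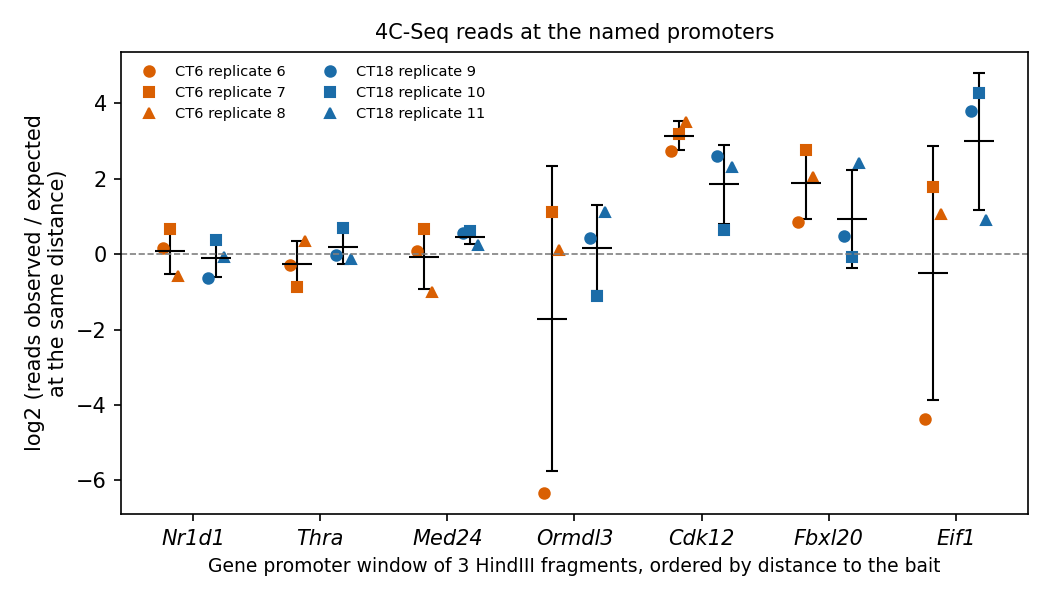
Log2 ratio of the reads observed in the 3-fragment window at each promoter to those expected at its distance, for each of 3 CT6 mice (orange) and 3 CT18 mice (blue), with promoters ordered by distance to the bait. Horizontal bars are means, error bars are SD, and the dashed line marks the expectation. All 6 *Cdk12* points lie above it, and CT6 replicate 6 is the lowest point for *Ormdl3* and *Eif1*.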

### Cohesin-non-CTCF binding sites are associated with high circadian rhythmicity of transcription

To globally investigate the relationship between circadian gene expression and chromosome structure proteins, we collected circadian cistrome data consisting of different DNA-binding proteins including architectural proteins cohesin and CTCF [22], core circadian transcription factors Bmal1 and Nr1d1 [6], as well as a non-circadian transcription factor Gabpa [22] from published ChIP-Seq datasets in mouse liver (Methods). All datasets were analyzed from the raw data and with the same pipeline. None of the components of cohesin and CTCF are circadian oscillating in their expression levels in mouse liver [3]. Because of the distinct function of cohesin from CTCF [22], we further classified the cohesin binding sites into cohesin-CTCF co-binding sites and cohesin-non-CTCF binding sites. Compared to cohesin-non-CTCF, the number of CTCF-non-cohesin sites is much fewer and therefore has been omitted from the analysis. In total, we obtained 10,948, 28,883, 23,662, 41,690, and 32,899 binding sites for Bmal1, Nr1d1, Gabpa, cohesin-CTCF, and cohesin-non-CTCF in mouse liver respectively.

We defined a nucleotide-level circadian index using circadian time-series GRO-Seq data [9] to quantify circadian transcriptional activities across whole mouse genome in mouse liver (Methods). In our definition, higher circadian index indicates stronger rhythmicity. As expected, the binding centers of Bmal1 and Nr1d1 have overall higher circadian indices than the other factors or genomic background. Interestingly, the profile of cohesin-non-CTCF sites is between Bmal1/Nr1d1 and the random sites, which implicates a positive role of cohesin-non-CTCF on circadian rhythmicity (Fig 3A, S3A Fig). This phenomenon is again observed when defining circadian index using circadian time-series RNA-Seq data [6] (S3B Fig). Moreover, both Bmal1 and Nr1d1 binding sites prefer to overlap with cohesin-non-CTCF binding sites rather than cohesin-CTCF binding sites in mouse liver (Fisher’s exact test p < 10^−22^, Fig 3B). Therefore, cohesin-non-CTCF sites are associated with high circadian rhythmicity of transcription.

**Fig 3:**
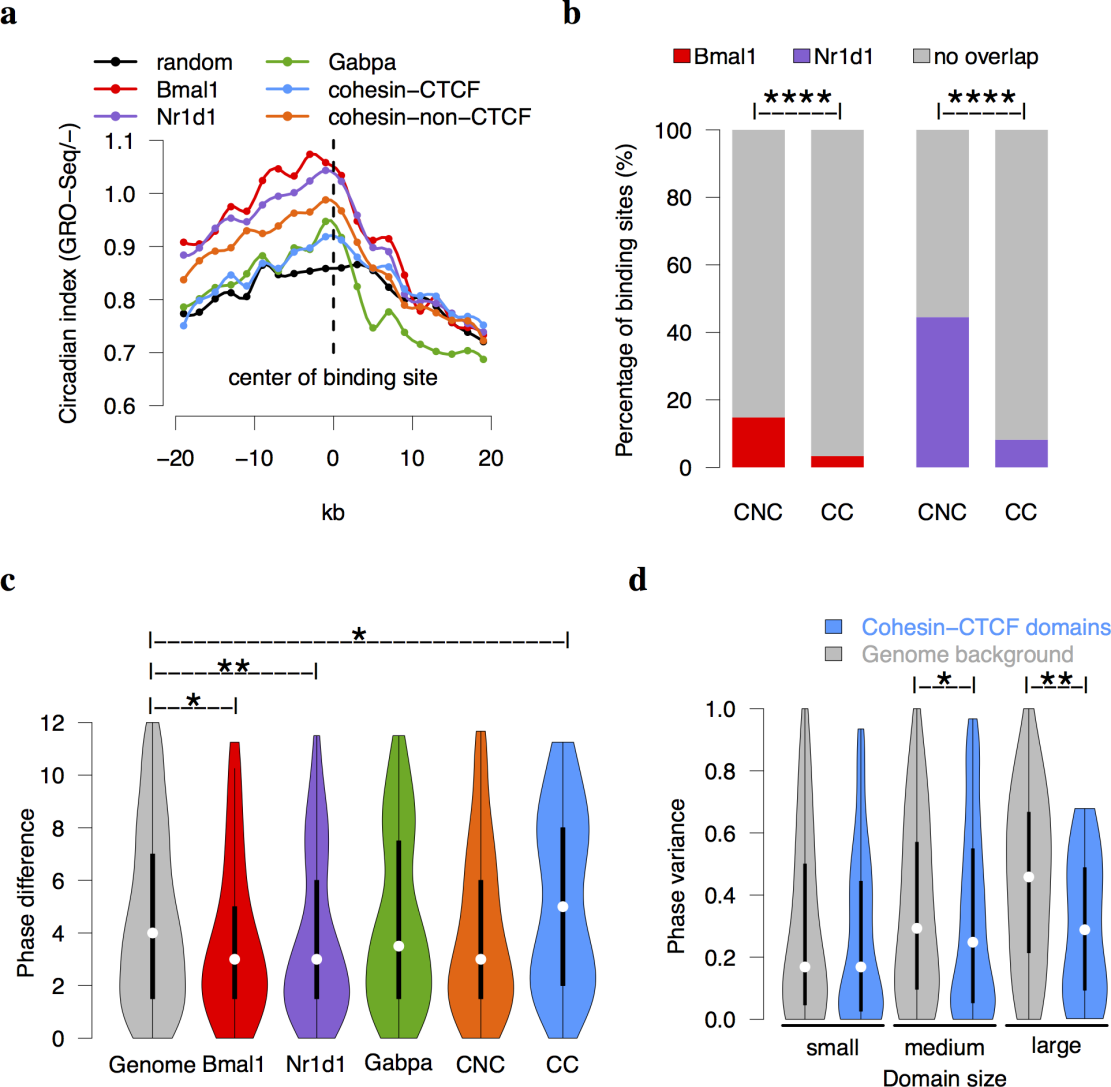
Global analysis of cohesin and CTCF on circadian transcription. (a) The distribution of circadian rhythmicity of transcription around the protein binding meta-sites (Methods). The circadian index was defined from the negative strand of GRO-Seq [9]. The result from positive strand was shown in S3A Fig. The data points are connected by spline smoothing method. The circadian rhythmicity is high around Bmal1, Nr1d1, and cohesin-non-CTCF sites but not around cohesin-CTCF sites. (b) Both Bmal1 and Nr1d1 binding sites have significantly higher overlaps with cohesin-non-CTCF sites (CNC) than cohesin-CTCF (CC) sites in mouse liver (Fisher’s exact test p = 10^−16^). (c) The distributions of phase differences of neighboring COGs are shown in a violin plot. The phase differences across Bmal1 and Nr1d1 binding sites are significantly smaller than the genomic background, whereas the phase differences across cohesin-CTCF sites are larger than the genomic background (Mann-Whitney U test). (d) The violin plot of phase variance in cohesin-CTCF domains. The medium and large cohesin-CTCF domains inferred from cohesin ChIA-PET data [29] have smaller phase variances than the background domains (Mann-Whitney U test). ****p < 10^−8^,**p < 0.01, *p < 0.05.

### Cohesin-CTCF co-binding sites insulate circadian phases of COGs

Cohesin-CTCF co-binding sites are known to play the role of genomic insulator [32]. To study whether cohesin-CTCF sites affect the circadian gene expression in mouse liver, we compared the phase differences of two neighboring COGs separated by a given binding site to the genomic background (Methods, S3C Fig). The phase differences of two adjacent windows were significantly smaller than the phase differences of two windows that were randomly picked from the genome (Mann-Whitney U test p = 10^−10^, S3C Fig). This demonstrated that the neighboring COGs across the genome tend to have similar circadian phases. Interestingly, the phase differences across cohesin-CTCF sites show a bimodal distribution and are significantly larger than those in genomic background (Mann-Whitney U test p = 0.03, Fig 3C). On the contrary, Bmal1 and Nr1d1 binding reduced the phase differences of COGs across their binding sites (Mann-Whitney U test p = 0.03 and 0.006 respectively). It indicated that Bmal1 and Nr1d1 might lead to the oscillation of genes in the similar phases in both directions flanking the binding sites. The effect of cohesin-non-CTCF was again similar to those of Bmal1 or Nr1d1, although it is only moderately statistically significant from the background (Mann-Whitney U test p = 0.1). In comparison, the distribution of phase differences across Gabpa sites was similar to that of genomic background. These results revealed that cohesin-CTCF co-binding sites tend to disrupt the phase continuity of neighboring COGs.

We then asked whether the COGs within the same domain defined by interacting cohesin-CTCF sites show similar circadian phases. Due to the lack of cohesin-CTCF domains in mouse liver, we inferred tissue/cell type invariant cohesin loops from the ChIA-PET data in mouse ES cells [29] in which only loops with both anchors overlapped with cohesin-CTCF binding sites in mouse liver were selected (S3D Fig). The variance of circadian phases was used to measure the phase difference of two or more COGs. We observed that the phase variance of genomic background increases as an exponential function of the domain size (S3D Fig, p < 10^−16^, Pearson’s correlation coefficient = 0.37). To take into account of this size effect, we divided cohesin-CTCF domains into three categories according to their sizes and compared to genomic background in the corresponding sizes (Methods). The phase variances were smaller in cohesin-CTCF domains of medium and large sizes compared to genomic background at significance levels of p = 0.01 and 0.003 respectively (Fig 3D, Mann-Whitney U test). In summary, the chromosomal domains defined by cohesin-CTCF co-binding sites tend to lock the phases of COGs.

### A cohesin/CTCF dependent model of circadian gene regulation

In light of the above observations, we proposed a model that incorporated the effects of cohesin mediated enhancer-promoter interactions on the gene regulation in chromosomal domains defined by the co-binding of cohesin and CTCF (Fig 4A). We adopted the concept of regulatory potential to quantify the regulation of a gene by a given circadian transcription factor [33]. The regulatory potentials of Bmal1 on all annotated genes in mouse genome were calculated with or without considering the effect of cohesin and CTCF (Methods, Fig 4B and S3 Table). In the background model, the regulatory potential *B*_*i*_ of Bmal1 on a given gene *i* was computed as the sum of contributions from all available Bmal1 binding sites *j* within 2 Mb of the gene, that is, $B_{i}=\sum_{D_{\text{ij}}<2Mb}\left(e^{-D_{ij}/\lambda_{1}}\cdot S_{j}\right)$, where *D*_*ij*_ is the distance between gene *i* and Bmal1 binding site *j* and *S*_*j*_ is the strength of Bmal1 binding at site *j*. Here we assumed that the regulatory effect of transcriptional factor on its target gene decays exponentially with distance from the binding site to its target gene and *λ*_*1*_ is the characteristic distance. In the cohesin/CTCF dependent model, the contribution of gene *i* and Bmal1 binding site *j* was further multiplied by three factors corresponding to the enhancing effects of a cohesin-non-CTCF site either near gene *i* (*CNC*_*i*_) or a Bmal1 binding site *j* (*CNC*_*j*_) as well as the insulating effect of cohesin-CTCF site (*CC*_*ij*_), i.e. $P_{i}=\sum_{D_{\text{ij}}<2Mb}(e^{-D_{ij}/\lambda_{1}}\cdot S_{j})\cdot {CNC}_{i}\cdot {CNC}_{j}\cdot {CC}_{ij}$, (Methods). At last, the regulatory potentials were normalized to the ranks across all genes to ensure the robustness of model parameters.

**Fig 4:**
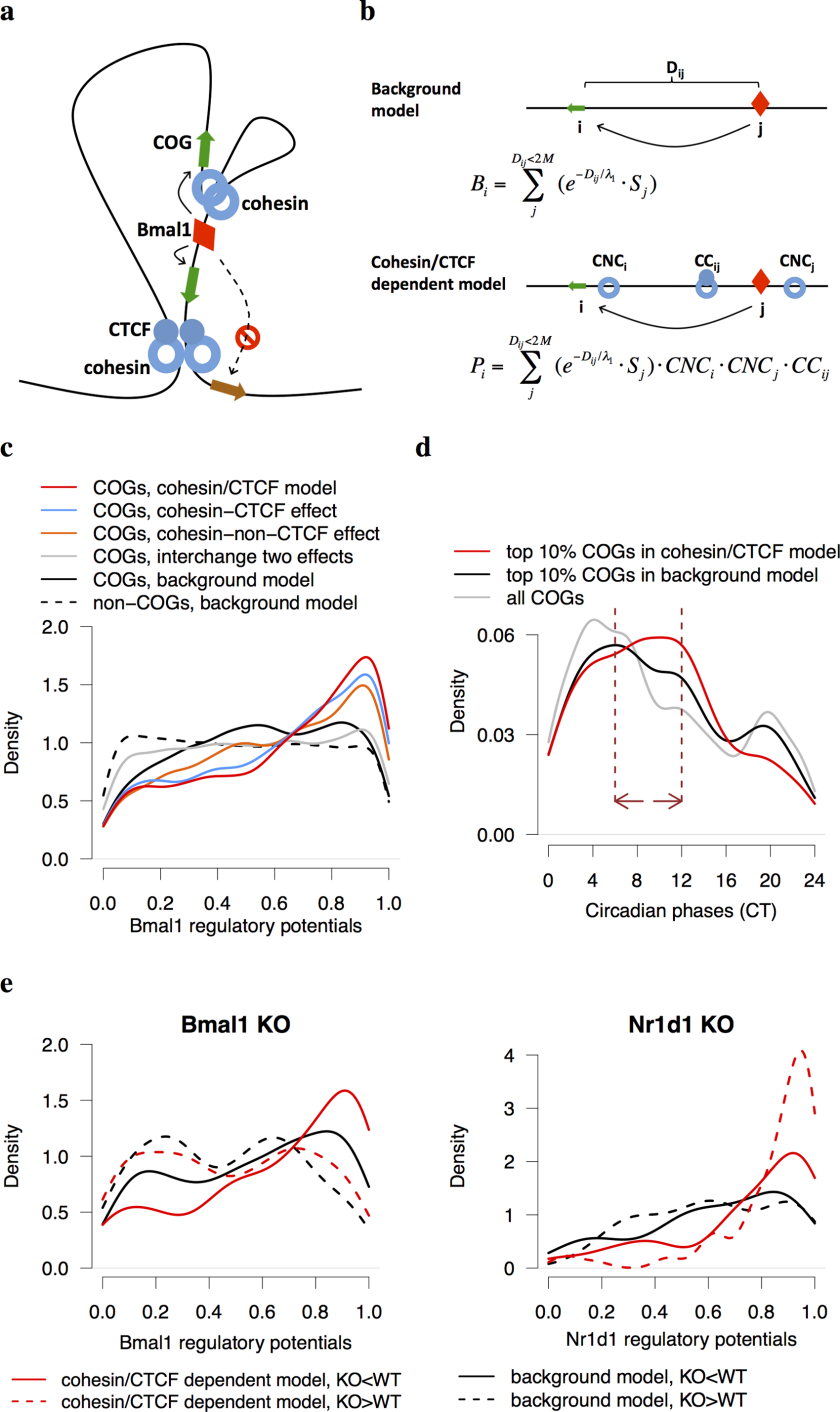
A model of circadian regulation of gene expression under high-order chromosome organization. (a) Cohesin-CTCF disrupts the gene regulation of circadian transcription factors, whereas cohesin-non-CTCF facilitates the contacts between circadian enhancers and promoters. (b) In the background model, only Bmal1 binding sites within 2 Mb of the genes were considered. In the cohesin/CTCF dependent model, the contribution of each Bmal1 binding site was further multiplied by three cohesion/CTCF dependent factors: *CNC*_*i*_, *CNC*_*j*_, and *CC*_*ij*_ (Methods). (c) The density plot of regulatory potentials in COGs or non-COGs under different conditions. The COGs in cohesin/CTCF dependent model, as well as in the model with only cohesin-CTCF or cohesin-non-CTCF effect, have significantly higher Bmal1 regulatory potentials than the background model (Kolmogorov-Smirnov test p = 10^−16^). The regulatory potential of the model where cohesin-non-CTCF sites and cohesin-CTCF sites were interchanged is similar with the background model. (d) The density plot of phases of COGs top ranked in two models. The enriched phase regime (CT6-CT12, dash lines) of COGs with top 10% Bmal1 regulatory potentials in cohesin/CTCF dependent model follows the peak of Bmal1 binding at CT6. (e) The density plots of differentially expressed genes in *Bmal1* and *Nr1d1* KO datasets. Under-expressed genes in *Bmal1* KO (Fan et al., manuscript in preparation) have higher Bmal1 regulatory potentials in cohesin/CTCF dependent model than those in the background model, whereas over-expressed genes in *Nr1d1* KO [9] have markedly increased in Nr1d1 regulatory potentials.

Comparing with the background model, the regulatory potentials of Bmal1 on COGs were significantly higher in the cohesin/CTCF dependent model (Fig 4C, Kolmogorov-Smirnov test p = 10^−16^). It was known that the circadian phase of Bmal1 binding occurs around CT6 [7] and the phases of COGs directly controlled by Bmal1 are typically between CT6 and CT12. We found that the phases of COGs with top ranked Bmal1 regulatory potentials in cohesin/CTCF dependent model are more enriched in CT6-CT12 following the binding peak of Bmal1 at CT6 compared to the background model (Fig 4D). Using Nr1d1 ChIP-Seq data, we observed that Nr1d1 regulatory potentials in cohesin/CTCF dependent model could also distinguish COGs from non-COGs (S4A and S4B Fig). The fact that most core circadian clock genes have higher regulatory potentials in cohesin/CTCF dependent model suggested that chromosome structure proteins might facilitate the transcription of core components of circadian clock (S4C Fig). Taken together, our cohesin/CTCF dependent model is a more sophisticated model that integrated circadian transcription factors and chromatin organizers to explain the circadian gene expression.

To validate the regulatory potentials of circadian transcription factors, we examined the differentially expressed genes in the livers of *Bmal1* knockout (KO) (Fan *et al*., manuscript in preparation) and *Nr1d1* KO mice [9]. We observed that under-expressed genes in *Bmal1* KO have higher Bmal1 regulatory potentials in cohesin/CTCF dependent model than those in the background model, while over-expressed genes in *Bmal1* KO have similar regulatory potentials between two models (Fig 4E). In contrast, over-expressed genes rather than under-expressed genes in *Nr1d1* KO showed much higher Nr1d1 regulatory potentials in cohesin/CTCF dependent model than those in the background model (Fig 4E). This is consistent with the current notion that Bmal1 functions as an activator and Nr1d1 as a repressor in circadian regulation.

### Gene expression changes upon *in vitro* cohesin knock-out

The knock-out of cohesin subunits, Smc3, Scc1, and Scc3, lead to the embryonic lethality in mice [34]. To establish a knock-out system of cohesin *in vitro*, we transfected the post-mitotic *Smc3*-flox/flox MEF cells by Cre/GFP adenovirus such that the expression of *Smc3* decreased by 80–90% in *Smc3*-/- cells compared to control cells (Methods). We measured the mRNA levels of four clock genes in *Smc3*-/- cells by RT-PCR assays after synchronizing the cells with dexamethasone treatment (Fig 5A). All genes showed significant oscillations both in KO and control cells (cosine fitting, p < 0.05) except for *Nr1d1* in KO cells. *Nr1d1* showed under-expression in KO cells (ANOVA, p = 10^−7^). The peak-trough ratio of *Bmal1* dropped from 3.7 in control to 2.4 in KO cells. The circadian oscillations of *Dbp* and *Per3* were not affected upon cohesin KO. Although the core clock genes have consistent cycling expression *in vivo* across tissues [3], the number of circadian oscillating genes *in vitro* in cell lines is much fewer than *in vivo*. To examine the gene regulation of circadian transcriptional factors in MEFs, we conducted Bmal1 ChIP-seq data in control MEF cells (Methods). However, only 244 Bmal1 binding sites were identified (S4 Table) including those on the promoters of core clock genes, *Nr1d1* (S1A Fig), as well as *Nr1d2*, *Cry1*, *Cry2*, *Per1*, *Bhlhe41*, and *Dbp* (S4 Table). The lack of Bmal1 binding sites on most hepatic COGs is consistent with the fact that they are not oscillating in synchronized MEF cells.

**Fig 5:**
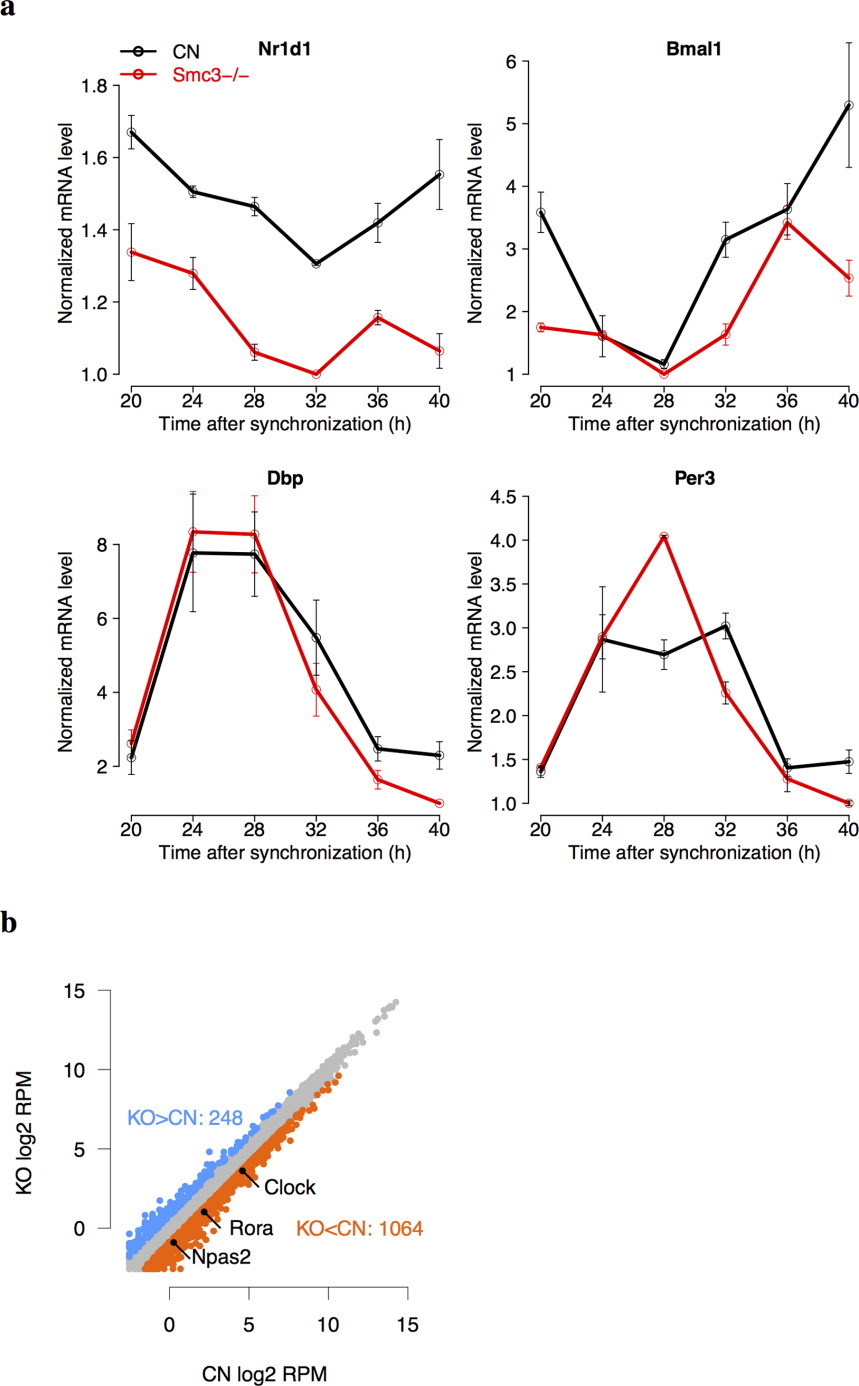
Cohesin knockout in MEFs. (a) The RT-PCR results of the expression of clock genes in control (CN) and *Smc3-/-* (KO) MEFs. Gene expression were measured every 4 hr for 24 hr after the cells were synchronized by 1-hr dexamethasone treatment at CT0. Each data point contained two biological replicates and three technical replicates. All four clock genes showed significant circadian expression in CN and KO by cosine fitting (p < 0.05) except for *Nr1d1* in KO. ANOVA analysis showed that the expression of *Nr1d1* has significant difference between CN and KO (p = 10^−7^). (b) The scatterplot of global gene expression from RNA-Seq in *Smc3*-/- and control MEFs. 20-hr and 32-hr samples were combined together to determine the differentially expressed genes. Core clock genes including *Clock*, *Rora*, and *Npas2* were under-expressed in cohesin KO.

To reveal the broader impact of cohesin on gene expression, we then applied RNA-Seq to measure gene expression in *Smc3*-/- MEFs vs. control MEF cells. In total, 248 and 1,064 genes were identified as over-expressed and under-expressed genes respectively in cohesin KO (log2 fold change > 0.8, Fig 5B and S4 Table). The promoter regions of differentially expressed genes upon cohesin KO were enriched with cohesin binding sites in MEFs (Fisher’s exact test p = 0.002). Interestingly, the genes involved in circadian clock were significantly enriched among the under-expressed genes by Gene Set Enrichment Analysis [35] among the canonical pathways (FDR = 10^−8^). To extrapolate our result in cohesin KO MEFs to mouse liver, we next focus on tissue/cell type invariant enhancer-promoter interactions mediated by cohesin. We found that 22% of differentially expressed genes in cohesin KO have their promoter regions situated near an anchor of cohesin loops in mouse ES cells [29], suggesting they are regulated by invariant enhancer-promoter loops. To identify the invariant cohesin loops, we required that both anchors of the cohesin loop in ES cells are also bound by cohesin in mouse liver. Furthermore, one anchor of the loop is situated within 15 kb near either a Bmal1 or Nr1d1 binding site in liver and the other anchor resides within 5 kb near the transcription start site of a hepatic COG that was also differentially expressed in cohesin KO in MEFs. We also required that the circadian phases of candidate genes fall into either Bmal1 controlled phase regime (CT6-CT12) or Nr1d1 controlled phase regime (CT20-CT2). The candidate pairs of COGs and enhancers identified were listed in Table 1.

**Table 1:** The candidate COGs interacting with circadian enhancers via invariant cohesin-mediated loops.

Gene Symbol	Circadian Phase (CT)	Transcription Factor	Transcription Factor binding site position (kb)	Cohesin KO-CN Log2-Fold-Change (LFC)
*Tmtc2*	11	Bmal1	200	-2.5
*Rnf43*	7.5	Bmal1	39	-1.5
*Phldb2*	7	Bmal1	126	-1.1
*Cdo1*	6	Bmal1	-130, -121	-1.2
*Kcnb1*	11	Bmal1	-128	-1
*Atr*	11	Bmal1	-317,-315,-305	-1.4
*1200009I06Rik*	23.5	Nr1d1	-30	-0.8
*Ahnak*	20.5	Nr1d1	106, 108, 131	-0.9
*Dapk1*	23.5	Nr1d1	-121, -116, 129, 135	-1.2
*Npas2*	1	Nr1d1	-179, -169	-1.1

We then used 3C-qPCR experiments to confirm the presence of enhancer-promoter interactions in two such cases, *Phldb2* and *Ahnak* in mouse liver (Fig 6B and S5B Fig). We also found that both interactions were significantly weakened in cohesin KO MEF cells compared to control cells (Fig 6C and S5C Fig). *Phldb2* encodes a microtubule-anchoring factor that binds to phosphoinositides and filamin [36]. *Phldb2* shows circadian phase at CT7 in mouse liver and is interacting with a Bmal1-bound enhancer situated 126 kb upstream in the intron of another gene *Plxd2* (Fig 6A). This Bmal1 binding site is confirmed by ChIP-PCR in mouse liver (S6A Fig). Ahnak protein is a mediator in calcium signaling and transforming growth factor β signaling pathways [37]. *Ahnak* shows circadian phase at CT21 and is interacting with an Nr1d1-controlled enhancer (S5A Fig). The promoters of *Phldb2* and *Ahnak* are devoid of any Bmal1 or Nr1d1 binding sites in liver. Furthermore, we found conserved histone modification marks of active transcription and cohesin binding sites at these two genes and their enhancer loci in both MEFs and liver. This supports that the cohesin-mediated loops in *Phldb2* and *Ahnak* are invariant between tissues or cell types. Finally, to show that these interactions are functional for gene regulation, we used CRISPR-CAS9 system to delete the cohesin binding site near the enhancer of *Phldb2* in Hepa1-6 cells and found a significant reduction of 41% in the expression of *Phldb2* (Fig 6D and S6B Fig). *Phldb2* is not circadian oscillating in synchronized MEFs or Hepa1-6 cells due to the lack of Bmal1 binding in their enhancers (Fig 6A). The binding of Bmal1 on the enhancer of *Phldb2* renders its circadian expression in liver. Taken together, our results suggest that the stable and invariant enhancer-promoter loop mediated by cohesin is a prerequisite for temporal gene regulation in circadian rhythm.

**Fig 6:**
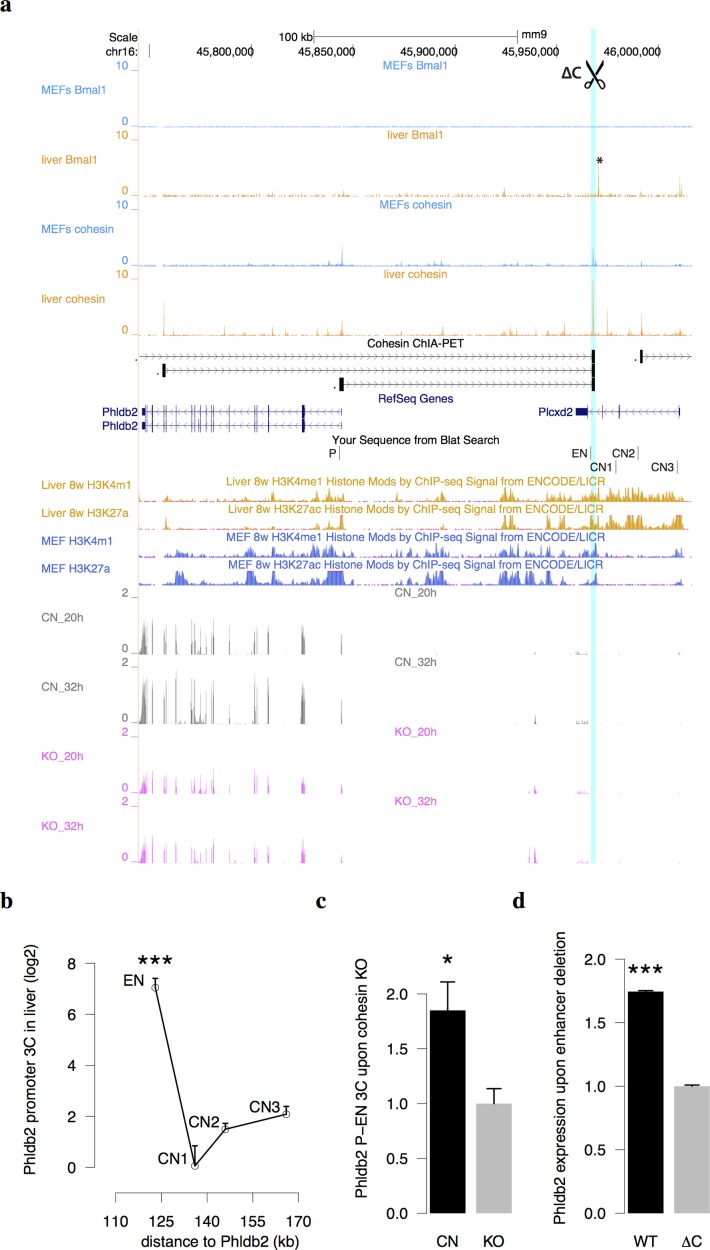
The expression of a COG, *Phldb2*, is influenced by an invariant cohesion-mediated enhancer-promoter interaction. (a) A cohesin loop connects the BMAL1 enhancer (marked by asterisk) and the promoter of *Phldb2*. Conserved cohesin binding sites and active histone marks between liver and MEFs were found at the promoter of *Phldb2* and its enhancer. The enhancer was bound by Bmal1 in liver but not in MEFs. The locations of primers used in 3C assay in liver and MEFs were indicated below the RefGenes. ∆C denotes CRISPR-mediated deletion region. The normalized RNA-Seq in *Smc3*-/- and control MEFs in this region were showed in the bottom. (b) The 3C signals of interactions anchored to *Phldb2* promoter in mouse liver (ANOVA p = 10^−7^, mean+/-SD, 2 biological replicates, 4 technical replicates). CN, control. EN, enhancer. (c) The 3C signals of *Phldb2* promoter-enhancer interaction in control and *Smc3*-/- MEFs (t-test p = 0.04, mean+/-SD, 2 biological replicates, 3 technical replicates). (d) The normalized expression level of *Phldb2* after the deletion of cohesin binding site near the enhancer of *Phldb2* in Hepa1-6 cells (t-test p = 10^−11^, mean+/-SD, 2 biological replicates, 3 technical replicates). ***p < 10^−4^, *p < 0.05.

## Discussion

In complex organisms, it is known that genome-wide transcription is highly organized under high-order chromosome structure. In particular, distal enhancer has been considered to play a key role in gene regulation through long-range interactions. Given its far-reaching effect on gene expression, circadian clock is an ideal system to investigate the interplay between chromosome architecture and temporal regulation of gene expression under homeostasis. It was proposed that orchestrated transcription takes place at the so-called “transcription factories” where genes from distant loci across the genome are physically in contact. COGs within the same transcription factory may be regulated under the common circadian regulators such as Bmal1. Our 4C-Seq data for a super-enhancer upstream of *Nr1d1* provided evidence of physical interactions between the enhancer and multiple COGs. This super-enhancer contains the binding sites of both Bmal1 and Nr1d1 (S1A Fig), a common feature in circadian cistrome [6]. Among the interacting genes within 2 Mb of the super-enhancer, the circadian phases of *Fbxl20*, *Nr1d1*, and *Eif1* follows the phase of Bmal1 binding, while the phases of *Ormdl3*, *Med22*, and *Thra* suggests that they are more likely co-regulated by Nr1d1 (Fig 2A). 

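Within 75 kb of the super-enhancer, 0 of 46 HindIII fragments differed between CT6 and CT18 in edgeR's quasi-likelihood test, with 1 at an unadjusted p under 0.05. Their median absolute log2 fold change was 0.62, with a median standard error of 0.69, and 36 of the 46 were within 1 on the log2 scale. The 9 genes listed for this region and its edges had 30314 ± 3735 RPM per promoter window at CT6 (SD, n = 3 mice) and 33911 ± 599 at CT18. Besides *Nr1d1*, *Thra* and *Med24* they include *Msl1*, whose window held 88799 ± 13802 and 100693 ± 12128, *Csf3* with 26148 ± 3140 and 41089 ± 6516, and *Psmd3* with 18479 ± 11459 and 9802 ± 1192. *Casc3*, a component of the exon junction complex, *Rapgefl1* and *Wipf2* complete the list. Of the 9, 0 passed edgeR over all windows, 0 when adjusted over the list alone, 1 (*Psmd3*, log2 fold change 1.22) had an unadjusted p under 0.05, and DESeq2 called that 1. The *Psmd3* window, 100.9 kb below the bait, held 2358, 37826 and 2173 reads at CT6 and 7359, 6870 and 7232 at CT18, so most of its excess at CT6 comes from replicate 7.
From 75 kb to 2 Mb, 0 of 218 fragments passed, 16 had an unadjusted p under 0.05, and the median absolute log2 fold change was 1.47 with a median standard error of 2.93. Over all 264 fragments with at least 10 reads in at least 3 libraries, edgeR called 0, 17 had an unadjusted p under 0.05 (smallest adjusted p = 0.345 from edgeR) and DESeq2 called 16, of which 4 were higher at CT6 and 12 lower. With simulated counts at the common dispersion of the 264 fragments, 3.33, edgeR recovered 0% of changes of 4-fold and of 16-fold. Fitted alone, a choice made after the data were seen, the fragments within 75 kb have a dispersion of 0.470, which was not simulated. At a lower dispersion, 0.333, with 50 of 264 fragments changed, edgeR recovered 37.0% of 4-fold and 100% of 16-fold changes, with 0.60 and 1.50 false calls per run.
Across the 1026 fragments within 2 Mb, the Spearman correlation was on average 0.482 for the 6 pairs of libraries of 1 time and 0.466 for the 9 pairs of different times. Fragments are not independent replicates, and the difference of 0.0160 was exceeded in other ways of splitting the 6 libraries, up to 0.0227. With Pearson correlations of log2(count + 1) it was 0.0166, with 0.0155 in the highest other split, and 10 splits are too few for a share under 0.05. With counts under 10 set to 0, chosen after the data were seen, it was 0.00583. Inside 75 kb the averages were 0.707 and 0.681, and outside 0.372 and 0.354.

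**Figure D3:**
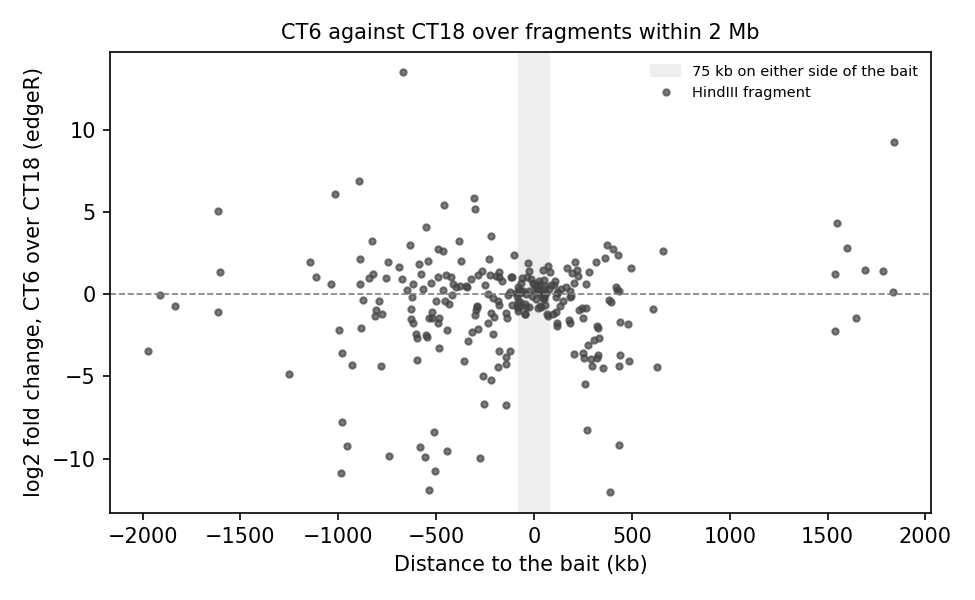
Log2 fold change of CT6 over CT18 from edgeR for each of the 264 tested HindIII fragments (points) against distance to the bait in kb, with lower coordinates on the left and the 75 kb on either side of the bait shaded. Points in the shaded part lie near 0, with a median absolute value of 0.62, and those outside spread more widely, with 1.47. Fold changes of fragments without reads at 1 time depend on the prior count.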

We also found that strong interactions within 150 kb of the super-enhancer were independent of circadian time and restricted in a cell type invariant TAD. These results hinted that the long-range interaction acts as a stable backbone rather than a dynamic driving force for circadian regulation. Similar findings of stable interactions have been reported in other temporal processes such as animal development [38] although chromosome domains are highly dynamic during the stages of cell cycle [39]. Comparing with cohesin ChIA-PET data in mouse ES cells [29], we found the presence of multiple cohesin-mediated loops coinciding with the highly interacting regions of the enhancer. The enrichment of cohesin binding signals in both 4C interacting regions and on Bmal1 super-enhancers conforms to the general role of cohesin in organizing genome structure for gene regulation, although this may not be unique for circadian regulation.

The availability of cohesin and CTCF ChIP-Seq data in mouse liver provided us a unique opportunity to investigate the genome-wide association between cohesin and CTCF binding sites with circadian genomic features. To examine the effect of cohesin in circadian system, we designed a pipeline to capture the continuous change of circadian rhythmicity of transcription across the binding sites of several proteins including Bmal1, Nr1d1, Gabpa, CTCF, and cohesin at 2 kb resolution. This unbiased approach allowed us to include un-annotated transcripts as well as unconventional transcription that does not take place from transcription start sites [40]. We observed that the profile of cohesin-non-CTCF binding sites resembles that of Bmal1 as compared to other non-circadian transcription factors. It suggests that cohesin-non-CTCF sites have a positive effect on circadian rhythmicity of transcription although cohesin itself is not known to be a circadian regulator. From circadian phase analysis, we noted that neighboring circadian genes tend to have similar circadian phases while the co-binding of CTCF and cohesin leads to the insulation of circadian phases. Our finding is consistent with a recent study reporting that CTCF attenuates the transcription of circadian oscillating genes by mediating their contacts to the nuclear lamina [41]. Previous study showed that the nearest genes around Bmal1 sites were not always rhythmically expressed or peaking in the phase regime predicted for a Bmal1 controlled gene [7]. Based on 4C-Seq and bioinformatics analysis, our model incorporating the disparate effects of cohesin-non-CTCF and cohesin-CTCF provides a better predictor of the circadian expression of genes and their phases.

In this study, we have utilized a range of datasets from mouse liver and several cell lines. We chose mouse liver for our main analysis because it shows genome-wide circadian oscillation of gene expression [5] and it has the most comprehensive circadian transcriptomic and cistromic data to date. Mouse cell lines were used when genetic manipulations are not possible in liver as cohesin-deficiency is embryonic lethal *in vivo* [34]. Although synchronized MEF cells have been widely used for circadian studies [25,42–44], there are much fewer genes oscillating in MEFs and only core circadian genes are oscillating in both liver and MEFs. This is largely due to the lack of Bmal1 binding sites in MEFs as shown by our Bmal1 ChIP-Seq data in MEFs. For this reason, we used cohesin-deficient MEFs only to select candidate genes regulated by the invariant enhancer-promoter interactions mediated by cohesin even if these genes including *Phldb2* and *Ahnak* are not oscillating in MEFs. However, the histone marks and cohesin binding sites were very conserved on the enhancer loci of the two cases between liver and MEFs indicating these are tissue/cell type invariant TADs. This is further supported by the cohesin ChIA-PET data in ES cells even though ES cells lack a functional circadian clock [45]. We used Hepa1-6 cells here because of the convenience for CRISPR-CAS9 experiment in these cells. These data in cell lines collectively suggest that these invariant enhancer-promoter interactions are both cohesin-dependent and functional in gene regulation. These DNA loops were confirmed to be also present in liver and the binding of Bmal1 in these enhancers renders the circadian expression to these two genes in liver. This picture is in line with our model that cohesin-mediated enhancer-promoter loop provides a stable and tissue/cell type invariant backbone and circadian gene regulation is a result of dynamic Bmal1 binding on the stable chromosome structure. We are also aware that the DNA loops mediated by architectural proteins seem to be developmentally regulated at specific loci within the TADs [46]. Whether our finding has general applicability for long-range circadian regulation still awaits future studies with other experimental strategies. Overall, our study sheds new light on the transcriptional landscape of circadian genes under high-order chromosome structure.

## Methods

### Ethics statement

All animal experiments performed in this study were approved by the Institutional Animal Care and Use Committee of Shanghai Institutes for Biological Sciences and conformed to institutional guidelines of vertebrates study.

### Identification of Bmal1 bound super-enhancers

The general strategy for screening Bmal1 bound super-enhancers followed the pipeline described in [28]. We first defined 3,244 Bmal1 enhancers in mouse liver with the following rules: (1) the co-occurrence of H3K4me1 and H3K27ac marks [47,48], (2) positioning at least 1 kb away from any transcription start sites of annotated genes [49], (3) overlapping with Bmal1 binding sites at ZT8 from Koike et al.’s data [6] (see Methods section ChIP-Seq data analysis), (4) at least 100 bp in length. H3K4me1 and H3K27ac ChIP-Seq data in the livers of eight-week-old mice were used [31]. Because the signals on Bmal1 binding site do not show broad distribution, we skipped the step of merging enhancers in close distance. To obtain confident super-enhancers, the read numbers per million reads per kilobase from Koike et al.’s and Rey et al.’s Bmal1 ChIP-Seq experiments were added to rank Bmal1 enhancers [6,7]. Finally, 97 Bmal1 enhancers ranked at top 3% were defined as Bmal1 super-enhancers in mouse liver.

### Circular chromosome conformation capture sequencing (4C-Seq)

4C-Seq assays were performed as previously described [50,51] with modifications. Briefly, six-week-old male C57BL/6 mice were entrained to 24 hr cycles of 12 hr light and 12 hr dark for one week and then switched into constant darkness. Three mice each were sacrificed in the dark at CT6 and CT18, respectively. Mouse liver cells were quickly dispersed and filtered through the 40 mm cell strainer to make a single-cell suspension. Approximately 50-million cells were fixed in 1% formaldehyde for 10 min at room temperature before being quenched with 0.125 M glycine. Cells were then lysed in cold lysis buffer (10 mM Tris HCl, 10 mM NaCl, 0.2% NP-40, 1×protease inhibitor) for 15 min on ice. After being washed twice, cell nuclei were re-suspended in Buffer 2.1 (New England Biolabs) including 0.1% SDS and were incubated for 10 min at 65°C. 1% (final concentration) of Triton X-100 was added to quench SDS and centrifuged to remove SDS and Triton. Nuclei were then digested overnight by 800U HindIII (New England Biolabs) at 37°C with shaking. After inactivation by 1.6% (final concentration) of SDS at 65°C for 20 min, samples were washed and re-suspended in ligation buffer and ligated by 100U T4 DNA ligase (Thermo Fisher Scientific) at 16°C for 4 hr and then room temperature for 30 min. Ligated chromatin was digested by proteinase K before DNA purification. The purified DNA was further digested by DpnII (New England Biolabs) and then circularized using T4 DNA ligase (Thermo Fisher Scientific). After purification, 200 ng of DNA from the 4C library was used as the template for the PCR amplification using DyNAzyme EXT (Finnzymes). Primers specific to bait region (S5 Table) were applied to amplify the interactome of interest in a 25 μl reaction volume under the following PCR conditions: 1 cycle at 94°C for 2 min; (94°C 30 sec; 60°C 30 min; 72°C 2 min) ×18 cycles; 1 cycle of 72°C 7 min. PCR products (1 μl) were used as the templates for a second PCR reaction utilizing the primers with the addition of Illumina adaptors in a 50 μl volume under the same PCR conditions. The PCR-amplified library was purified and sequenced with a 100 bp read length using Illumina HiSeq 2000 (S6 Table).

Sequencing reads of 4C-Seq were de-multiplexed using the bait primers, *i*.*e*. removing the upstream of HindIII restriction site (AAGCTT) and the downstream of DpnII restriction site (GATC). Then the reads were aligned to mouse genome (mm9) by Bowtie [52]. The self-ligated reads and non-cut reads were removed [53]. Only the reads uniquely mapped to the HindIII restriction sites on the cis-chromosome of the bait were kept and assigned the HindIII restricted fragments defined by two neighboring restriction sites. Peak calling was performed with a custom-designed pipeline generally following FourSig [54]. Previous interactome studies reported that 99% interactions were less than 1 Mb and inter-chromosomal interactions were hard to be validated [55]. Hence, we only considered intra-interactions within 2 Mb of the bait. The highly interacting region (150 kb to the bait, S1C Fig) was masked out during the peak calling on other regions. A sliding window with size of 3 fragments was used to calculate the cutoff based on the comparison between 100 permutations of raw reads and true data. The distribution of cutoffs under FDR = 0.01 was profiled and the final cutoff was determined as the 95% quantile. For highly interacting region, this cutoff was multiplied by the reads ratio between highly interacting region and other regions. Then the merged peaks in highly interacting region and other regions were considered as the peaks in each sample. We required that the peaks at each time point were consistently called in at least two out of three biological duplicates. In total, 49 and 51 peaks were obtained at CT6 and CT18 respectively. To compare highly interacting regions with ChIA-PET, we selected 1000 random regions of the same size and applied Chi-squared test to evaluate the significance between overlapped loops in highly interacting regions and in the random regions. The Gene Expression Omnibus (GEO) accession number for the 4C dataset is GSE68830.

### Quantitative chromosome conformation capture (3C-qPCR)

3C-qPCR was performed as previously described with modifications [56]. Briefly, 10 μg of cross-linked nuclei were collected and shaken in 1 ml lysis buffer (1% SDS, 0.5% TritionX-100, proteinase inhibitor cocktail in TE buffer) for 1 hr at 37°C, followed by centrifugation for 3 min at 1000 rpm at room temperature. After removing the supernatant, the pellet was re-suspended in 500 μl digestion buffer (1% TritonX-100, 1xRE buffer, PI, 20 μl Quickcut HindIII in H_2_O) and digested overnight at 37°C with shaking. The reaction was terminated by the addition of SDS at a final concentration of 1.5% and the incubation at 65°C for 30 min. SDS and RE buffer were removed by centrifugation and the pellet was re-suspended for the next ligation. Reverse crosslinking was performed in the presence of proteinase K at 60°C overnight followed by RNaseA treatment at 37°C for 1 hr. The genomic DNA was extracted by phenol-chloroform. All 3C primers were designed by Primer Premier 6 (S5 Table).

### ChIP-Seq data analysis

The ChIP-Seq data of CTCF, Rad21, Stag1, Stag2, and Gabpa in mouse liver were downloaded from ArrayExpress database (accession: E-MTAB-941) [22]. The ChIP-Seq data of Bmal1 at CT8 in mouse liver was downloaded from Gene Expression Ominbus (GEO) database (accession: GSE39860) [6]. The ChIP-Seq data of Nr1d1 at CT10 in mouse liver was downloaded from GEO (accession: GSE26345) [57]. The ChIP-Seq data of CTCF and Smc1 in MEFs were downloaded from GEO (accession: GSE22557) [19]. Rad21, Stag1, Stag2, and Smc1 are the subunits of cohesin. Gabpa is a non-oscillating transcription factor in mouse liver chosen as a negative control. It is known that Bmal1 and Nr1d1 rhythmically bind to the genome and their binding peaks are around CT6 and CT10, respectively.

To ensure that different datasets are directly comparable, all these ChIP-Seq data were analyzed in the same pipeline described as below. Raw reads in FASTQ files were mapped on mouse genome (mm9 assembly) by Bowtie [52]. Only reads uniquely mapped with no more than two mismatches were considered as valid reads. Peak calling was implemented by MACS with default parameters and cutoff p < 10^−5^ [58]. The signal files generated from MACS were normalized to per million total reads. Broad peaks with multiple peaks were split to accurately determine the peak region by PeakSplitter [59], requiring per million reads larger than 1. Peaks generated from PeakSplitter were considered as the binding sites and the centers of peaks were considered as the binding centers. The binding sites of Smc1 were considered to represent the binding sites of cohesin in MEFs. The binding sites of cohesin in liver were defined as the union of binding regions of Rad21, Stag1, and Stag2. Consequently, we obtained 10,948, 28,883, 23,662, 50,683, and 74,589 binding sites for Bmal1, Nr1d1, Gabpa, CTCF, and cohesin in mouse liver respectively. In MEFs, we obtained 5,738 and 8,756 binding sites for CTCF and cohesin respectively. These cohesin binding sites that overlap with CTCF binding sites in liver were defined as cohesin-CTCF sites (41,690) and the cohesin binding sites not overlapping with CTCF binding sites were defined as cohesin-non-CTCF sites (32,899).

### Circadian rhythmicity of transcription

GRO-Seq (accession: GSE59486) [9] and RNA-Seq (accession: GSE39860) [6] data in mouse liver sampled every 3 or 4 hours over 1 day or 2 days were downloaded from GEO to obtain the genome-wide circadian gene expression. For each DNA binding factor including Bmal1, Gabpa, CTCF, and cohesin, the upstream 20 kb and downstream 20 kb relative to the binding centers were extracted. These regions were further divided into 2 kb bins as the basic unit for analyzing circadian rhythmicity of transcription across the genome. The 2-kb bin was considered as a valid bin if it contains at least one read at more than 7 (GRO-Seq) or 10 (RNA-Seq) time points. To exclude the binding sites in the region without any transcript, the binding site was considered for downstream analysis only if there is at least one valid bin in its proximity, *i*.*e*. the upstream and downstream 20 kb. BEDTools [60] were used to calculate the normalized read coverage in these bins at each time point. JTK_CYCLE [61] was applied to detect the circadian oscillation. We defined the minus logarithm of Bonferroni-adjusted p value of JTK_CYCLE, i.e. -log2(p), as the circadian index to measure circadian rhythmicity. To generate a meta-site for each binding factor, we computed the mean circadian index in each bin in the proximity of binding sites. The mock meta-site was obtained from randomly selected 100,000 sites of 40 kb in length over whole genome.

### Phase analysis of COGs from microarray data

The circadian time-series microarray data in mouse liver sampled every 1 hour for 48 hours were downloaded from GEO (accession: GSE11923) [5] to analyze the phases of COGs. We chose this time-series data for phase analysis because of its high temporal resolution. The raw data in CEL files were normalized by robust multi-array average (RMA). JTK_CYCLE was performed to obtain circadian phases at the probeset level on the microarray. R package mouse4302.db was used to annotate the gene symbols of 45,101 probesets. If one gene corresponds to multiple probesets, we only kept the one with the minimum Benjamini and Hochberg (BH) q value from JTK_CYCLE. 3,018 COGs were selected with the threshold of BH q value < 0.01. The genomic locations of these genes were obtained from UCSC genome (mm9 assembly).

To examine whether the neighboring COGs tend to have similar phases, we scanned the whole genome for COGs with neighboring double windows consisting of the upstream 20 kb and downstream 20 kb windows (S3C Fig). The phase differences were computed between two COGs situated in each of the double windows. If multiple COGs were found in one window, only the COG closest to the other window was retained. Next we increased the distance of two windows apart to 10, 20, 30, 40, and 50 kb and re-calculated the phase differences of COGs in the double windows. For a random genomic background, a pair of two 20 kb windows were randomly selected on the genome and searched for COGs. The phase differences were calculated for 1,000 such random pairs of windows. Compared to the strategy of just considering contiguous genes [62], our fixed-size window approach eliminates the distance factor between neighboring genes. Mann-Whitney U test was applied to detect the significance of difference in the distributions of phase difference between double windows and randomly chosen windows.

To obtain neighboring COGs separated by the binding sites of Bmal1, Nr1d1, Gabpa, cohesin-non-CTCF, and cohesin-CTCF, the transcription start sites of COGs were searched upstream 20 kb and downstream 20 kb relative to protein binding centers providing that the whole transcripts do not overlap with the binding centers. We selected the binding sites flanked by COGs and calculated the phase difference between the opposite sides of these binding sites. Mann-Whitney U test was applied to detect the significance of difference in the distributions of phase difference between across the binding factors and genomic background.

### Calculation of phase variance

The phase variance is calculated based on a method used to measure the dispersion of directional data [63]. In brief, the phase *p*_*i*_ of COG *i* is given by polar co-ordinates of unit length (cos *θ*_*i*_, sin *θ*_*i*_), *i* = 1,…,*n*. The mean of phases *p*_*0*_ is defined as the direction of the vector resulted from the vector summation $\left(\sum_{i=1}^{n}\frac{\text{cos}\;\theta_{i}}{\left|p_{0}\right|},\;\sum_{i=1}^{n}\frac{{sin\theta }_{i}}{\left|p_{0}\right|}\right)$, where $|p_{0}|=\sqrt{{(\sum_{i=1}^{n}\text{cos}\;\theta_{i})}^{2}+{\left(\sum_{i=1}^{n}\text{sin}\;\theta_{i}\right)}^{2}}$. The dispersion of phases is measured by $D(p_{0},p_{1})=\sum_{i=1}^{n}\left[1-\text{cos}(\theta_{0}-\theta_{i})]=n-\frac{{\left(\sum_{i=1}^{n}\text{cos}\;\theta_{i}\right)}^{2}+{\left(\sum_{i=1}^{n}\text{sin}\;\theta_{i}\right)}^{2}}{\left|p_{0}\right|}=n-|p_{0}\right|$. Hence, the phase variance is defined as 1 − |*p*_0_|/*n* after normalization by the sample size n. R package circular was used to calculate the phase variance.

We collected 23,724 intra-chromatin interactions from cohesin ChIA-PET data in mouse embryonic stem cells [29]. The invariant domains in mouse liver were inferred if two anchors of cohesin loops both overlapped with cohesin-CTCF binding sites in mouse liver. As a result, we obtained 16,837 invariant cohesin-CTCF domains. To explore the relationship between phase variance and window size, we scanned the whole genome with different sizes of windows 5×4^i^ kb, i = 1,2,…,5 to extract COGs and calculate the phase variance (S3D Fig). The Pearson’s correlation coefficient (PCC) was calculated between phase variance and log2 transformed window size. The p value for testing null hypothesis (PCC = 0) was computed based on Pearson’s product moment correlation coefficient. To reduce size effect in the comparison of phase variances between cohesin-CTCF domains and background, we classified cohesin-CTCF domains into small, medium, and large categories with sizes of [10×4^i^, 10×4^i+1^] kb (i = 1,2,3) respectively. The genomic background for each category is generated by the scan across genome with window of size 5×4^i+1^ (i = 1,2,3).

### A model of cohesin/CTCF dependent circadian gene regulation

We first defined a background model only considering the circadian regulation from nearby Bmal1 binding sites. In the background model, the regulatory potential *B*_*i*_ of Bmal1 on gene *i* is given by $B_{i}=\sum_{D_{\text{ij}}<2Mb}(e^{-D_{ij}/\lambda_{1}}\cdot S_{j})$, where *j* is Bmal1 binding site located within 2 Mb to gene *i*, *S*_*j*_ is the weight representing the signal of Bmal1 binding site *j* in ChIP-Seq data, and *D*_*ij*_ is the distance between gene *i* and Bmal1 binding site *j*. For cohesin/CTCF dependent model, the effects of cohesin-non-CTCF and cohesin-CTCF sites were multiplied upon the background model. For a given gene or Bmal1 site, we searched for the nearby cohesin-non-CTCF site within 5 kb that may facilitate gene regulation. We assigned a weight larger than 1 to the gene or Bmal1 binding site to increase the circadian regulatory potential. Between each pair of gene and Bmal1 binding site, we counted the number of cohesin-CTCF sites in between and assigned a weight less than 1 to reduce the circadian regulatory potential of Bmal1 on that gene. Taken together, the regulatory potential *P*_*i*_ of Bmal1 on gene *i* is given by $P_{i}=\sum_{D_{\text{ij}}<2Mb}\left[(e^{-\frac{D_{ij}}{\lambda_{1}}}\cdot S_{j})\cdot {CNC}_{i}\cdot {CNC}_{j}\cdot {CC}_{ij}\right]=\sum_{D_{\text{ij}}<2Mb}\left[(e^{-\frac{D_{ij}}{\lambda_{1}}}\cdot S_{j})\cdot (1+e^{-\frac{{ND}_{i}}{\lambda_{2}}}\cdot {SC}_{i})\cdot (1+e^{-\frac{{ND}_{j}}{\lambda_{2}}}\cdot {SC}_{j})\cdot {\left(\frac{1}{2}\right)}^{m_{ij}}\right]$, where *ND*_*i*_ and *ND*_*j*_ are the distances between the nearest cohesin-non-CTCF sites to gene *i* or Bmal1 site *j* respectively, *SC*_*i*_ and *SC*_*j*_ are the weights representing their signals on cohesin ChIP-Seq data, and *m*_*ij*_ is the number of cohesin-CTCF sites between gene *i* and Bmal1 *j*. If there is no cohesin-non-CTCF within 5 kb of gene *i* or Bmal1 site *j*, $e^{-\frac{{ND}_{i}}{\lambda_{2}}}$ or $e^{-\frac{{ND}_{j}}{\lambda_{2}}}$ was assigned to 0. The weights *S* and *SC* are defined by $1+e^{-\frac{r}{\lambda_{3}}}$, where *r* is the rank of ChIP signal among all Bmal1 or cohesin binding sites respectively. The parameters *λ*_*1*_, *λ*_*2*_, *λ*_*3*_ are set to be 2000000/4, 5000/4, and (total number of peaks in ChIP-Seq)/4 respectively as suggested by an empirical model of gene regulation [64]. To render the circadian regulatory potentials directly comparable between two models, we finally converted them to their respective ranks in the models as Rank(*P*_*i*_)/*n* where *n* is the total number of genes considered.

### *Smc3*-/- mouse embryonic fibroblast cells

*Smc3*-flox/flox MEF (mouse embryonic fibroblast) cells was originally derived from European conditional mouse mutagenesis program [65] (http://www.informatics.jax.org/allele/MGI:4434007). The Cre/GFP adenovirus and GFP adenovirus (10^10^ pfu/ml) were purchased from Hanbio biotechnology, Shanghai. MEF cells were cultured with 10% FBS in DMEM (Life technology). To avoid the loss of viability in *Smc3*-/- cells when they enter mitosis, we infected the cells at G0/1 stage of the cell cycle. The medium was changed two days after the cells reaching the complete confluence. 10^9^ pfu GFP and Cre/GFP adenovirus were used in 8-hr treatment for wild type and *Smc3*-/- MEF cells respectively. To allow the cells to recover from viral infection, we changed the medium into serum-free DMEM and kept the cells for 6 days at high confluence. MEF cells were then synchronized by dexamethasone (Sigma) with the final concentration of 100 nM for 1 hr. The cells were rinsed with PBS and cultured with serum-free DMEM. Wild type and *Smc3*-/- MEF cells were collected at 20, 24, 28, 32, 36, and 40 hr after synchronization. Total RNA was extracted using Trizol reagent and reverse-transcribed into cDNA by SuperScript II RT (Life Technologies). RNA-Seq libraries for 20 hr and 32 hr samples were prepared by using Illumina TruSeq RNA Sample Prep Kit V2 and were subjected to deep sequencing with 1×100 bp read on HiSeq 2000 at CAS-MPG Partner Institute for Computational Biology Omics Core, Shanghai, China (S6 Table). RNA-Seq reads were mapped to mouse reference genome (mm9 assembly) by Tophat [66]. HTSeq was used to count the number of uniquely mapped reads that are located on the exons of genes [67]. Only genes with at least one read in all samples were kept for downstream analysis. Treating 20 hr and 32 hr samples as biological replicates, we applied DESeq to select differentially expressed genes between cohesin knockout and control cells with log2 fold change > 0.8 [68]. The Gene Expression Omnibus (GEO) accession number for RNA-Seq dataset is GSE68831.

Bmal1 ChIP in MEF cells were performed following the protocol by Shimomura et al. [69] with modification. Briefly, 10^7^ cells were washed with PBS and cross-linked by 1% formaldehyde for 10 min on a rocker at room temperature. The cross-linking was quenched by 2.5 M Glycine with final concentration of 125 mM. The nuclei was extracted at 4°C from the homogenate by lysis buffer containing protease inhibitors [50mM Hepes-KOH, pH 7.5, 140mM NaCl, 1mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100], [10mM Tris-HCl, pH 8.0, 200mM NaCl, 1mM EDTA, 0.5 mM EGTA], and [10mM Tris-HCl, pH 8.0, 200mM NaCl, 1mM EDTA, 0.5 mM EGTA, 0.1% Na-Deoxycholate, 0.5% N-lauroylsarcosine]. DNA was fragmented with sonication into 150–300 bp at 4°C. 50 μl DNA fragments were stored in 4°C as the input DNA. The rest of DNA fragments were incubated on rocker at 4°C for 6 hr with 1:1 ChIP buffer [20% Triton, NaDOC, NaCl, TE, inhibitor] and 4 μl Bmal1 antibody (Santa Cruz: sc-8550). Then 15 μl protein A/G agarose beads were added into DNA and incubated on rocker at 4°C overnight. Co-immunoprecipitated DNA was washed with 1 ml buffers [5% Triton, 1% SDS, 1% NaDOC, 93% TE] twice, [5% Triton, 1% SDS, 1% NaDOC, 6% NaCl, 87% TE] twice, [10% LiCl, 5% NP40, 5% Na-DOC, 80% TE] twice, [10% Triton, 90% TE], and TE. Then DNA was reverse cross-linked at 50°C for 2 hr with TE 100 μl, 10% SDS 3 μl, and protease K 5 μl. QIAquick PCR Purification Kit (QIAGEN) was used to purify ChIP DNA. Input and ChIP DNA library were prepared by using Illumina TruSeq ChIP Sample Prep Kit and were subject to deep sequencing with 1×100 bp read on HiSeq 2000 at CAS-MPG Partner Institute for Computational Biology Omics Core, Shanghai, China (S6 Table). ChIP-Seq data analysis was performed in the same pipeline described above. The Gene Expression Omnibus (GEO) accession number for Bmal1 ChIP-Seq data set is GSE77162.

### The genome editing of CRISPR-Cas9 system

CRISPR-Cas9 method [70] was used to delete the cohesin binding site near the enhancer of *Phldb2* in Hepa1-6 cells. The gRNA target sequences (GTCTTTCACGTGGGACGGAT and GAGACCTCAAGGACATGTGC) were designed by E-CRISP [71]. The homologous arms for donor plasmids are (chr16: 45967525–45967702) and (chr16: 45967935–45968129). The regulatory module (hPGK promoter/PuroR) was amplified from commercially available expression vector pLKO.1. Two homologous arms and PGK/puroR were assembled into pGEM-T Easy vector (Promega). Hepa1-6 cells were cultured with 10% FBS in DMEM (Life technology) and co-transfected with two gRNA/Cas9 vectors and linearized donor DNA. Then the cells were screened with 3 μg/ml puromycin (Merck/ millipore) for 2 weeks. Gel electrophoresis analysis of the homologous arms, control region, and the regulatory module (PGK-puroR) in WT and CRISPR-CAS9 treated cells validated the successful deletion of target DNA region (S6B Fig). Primers used in PCR and RT-PCR are listed in S5 Table.

The whole-genome scans in this study were implemented in Java language (JDK 6). All statistical analyses were performed in R 2.11.

## Supporting Information

S1 Fig (a) The Bmal1-bound circadian enhancer upstream 8 kb of *Nr1d1*. The genome browser shows the binding profiles of H3K4me1, H3K27ac, Bmal1 (in liver and MEFs), Nr1d1, cohesin, and CTCF around the 4C bait. Bmal1 ChIP-Seq in MEFs was conducted in this study and other ChIP-Seq data showed in here were re-analyzed from published data (Methods). (b) The Bmal1 enhancers ranked by Bmal1 signal on ChIP-Seq in mouse liver (GSE39860, GSE26602). The top 3% rank of enhancers were defined as Bmal1 super-enhancers (Methods). The enhancer selected as 4C bait has the highest Bmal1 signal. (c) The cumulative curves of 4C reads on the cis-chromosome of the enhancer. In all samples of CT16 and CT18, over 40% reads are mapped to 150 kb region around the bait.

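With the region taken as 75 kb on either side of the bait, the share of chromosome 11 reads was 38.6%, 47.4% and 36.8% in CT6 replicates 6, 7 and 8, and 44.7%, 41.5% and 44.2% in CT18 replicates 9, 10 and 11. This region holds the promoters of *Nr1d1*, *Thra*, *Med24* and *Msl1*. The mean was 40.9% ± 5.68 at CT6 and 43.5% ± 1.72 at CT18 (SD, n = 3 each), a difference of -2.52 percentage points that was smaller than the spread between mice (two-sided exact permutation test, p = 0.5). The share was above 40% in 4 of 6 libraries. With 150 kb on either side it was 51.0% ± 6.90 at CT6 and 55.4% ± 3.84 at CT18 and above 40% in 6 of 6, with a lowest value of 46.7%. Over the span of the single fragments of S2 Table it was 44.5% and 49.0% on average and also above 40% in 6 of 6.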

(TIFF)

S2 Fig The read profiles of 4C samples in the upstream and downstream 2 Mb region to the bait. The highly interacting region (150 kb to the bait) is indicated by the region between two red lines. The Hi-C data in mouse embryonic stem cells [12] showed that highly interacting region of the enhancer is restricted in a topologically associating domain (black box).
(TIFF)

S3 Fig (a) The circadian index around protein binding sites defined from the transcription of positive strand in GRO-Seq (GSE59486, Methods). The result from negative strand was showed in Fig 3A. (b) The circadian index around protein binding sites defined from the transcription in RNA-Seq (GSE39860, Methods). (c) A depiction of our procedure to calculate the phase differences of COGs across a given protein binding site, genome background, and random background. The black arrow represents a scan across the genome. The gene phases were calculated based on time-profiling microarray (GSE11923). The violin plot shows the genome background of phase differences of COGs in 20–20 kb double windows. The interval sizes between the two windows are indicated at the bottom. In the case of random background, a pair of two 20-kb windows were randomly selected on the genome. The asterisks indicate Mann-Whitney U test p value compared to random background. (d) A depiction of our procedure to calculate the phase variance from inferred domains and genome background. The violin plot shows the genome background of phase variances of COGs in different sizes of windows, which is indicated below. The phase variance is positively correlated to log2-transformed window size. ****p < 10^−8^, ***p < 10^−4^, **p < 0.01, *p < 0.05.
(TIFF)

S4 Fig (a) The distributions of Nr1d1 regulatory potentials for COGs and non-COGs in background model and cohesin/CTCF dependent model. The COGs in cohesin/CTCF dependent model as well as in the model with only cohesin-CTCF or cohesin-non-CTCF effect have significantly higher potentials than in background model (KS test, p = 10^−16^). (b) The distribution of the phases of COGs with top 10% Nr1d1 regulatory potentials in cohesin/CTCF dependent model. The phase of Nr1d1 binding (CT10) is indicated by dash line. (c) The scatterplots of regulatory potentials in model and background for 20 clock genes. The color bar indicates the phases of clock genes.
(TIFF)

S5 Fig (a) The genome browser shows the binding profiles of cohesin, Nr1d1, H3K4me1, H3K27ac, cohesin loop around *Ahnak*, and RNA-Seq profile in *Smc3*-/- MEFs. The locations of the 3C primers for enhancer-promoter interaction analysis were indicated. Two Nr1d1 binding sites (marked by asterisk) are located downstream 106 kb and 108 kb of *Ahnak* respectively. (b) The 3C signals of interactions anchored to *Ahnak* promoter in mouse liver (ANOVA, p = 10^−9^, mean+/-SD, 2 biological replicates, 4 technical replicates). The positions of primers were indicated in (a). CN, control. EN, enhancer. (c) The normalized 3C signals between the promoters of *Ahnak* and its enhancer in control and *Smc3*-/- MEFs (Student’s t-test, p = 0.009, mean+/-SD, 2 biological replicates, 3 technical replicates).
(TIFF)

S6 Fig (a) The Bmal1 ChIP-qPCR signal relative to input on the enhancer of *Phldb2* in mouse liver (compared to IgG ChIP t-test p = 0.001, mean+/-SD, 2 biological replicates, 2 technical replicates). (b) CRISPR-CAS9 deletion of the cohesin binding site near the enhancer of *Phldb2* in Hepa1-6 cells. Gel electrophoresis shows the homologous arms (Homology), control region (Con), and the regulatory module (PGK-puroR) in WT and CRISPR-CAS9 treated cells (Methods).
(TIFF)

S1 Table Ninety-seven Bmal1super-enhancers in mouse liver ranked by Bmal1 signal.

S2 Table Enhancer interacting regions at CT6 and CT18.

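S2 Table lists 75 distinct regions, 25 at both times, 24 at CT6 alone and 26 at CT18 alone. Near the bait they are single HindIII fragments, 21 at CT6 and 23 at CT18 with 18 shared, over *Nr1d1*, *Med24*, *Csf3*, *Msl1* and *Casc3*. Farther out they are windows of 3 fragments, 28 at each time with 7 shared, among them windows at *Cdk12* and, at CT6 alone, at *Fbxl20* and at *Neurod2*, a neuronal transcription factor. Regions of CT6 covered 346.6 kb and those of CT18 264.0 kb, and 28.2% of all covered bases were in both. Allowing any overlap, 31 of the CT6 regions and 32 of the CT18 regions shared a base with the other time.
The reads in these regions follow the listing, but no region passed edgeR's test between the times. Regions listed at CT6 alone had a median log2 fold change of CT6 over CT18 of 1.37, above 0 in 23 of 24, and those listed at CT18 alone -0.77, below 0 in 26 of 26. The regions listed at both had 0.18, with 17 above 0 and 8 below. The paper chose the regions on these libraries, so these directions are not independent evidence of a difference. In edgeR's quasi-likelihood test 0 of 75 passed, 2 had an unadjusted p under 0.05 (smallest adjusted p = 0.431 from edgeR), and DESeq2 called 1. The region with the smallest p, from 98335411 to 98344024 on chromosome 11 (mm9) within *Ikzf3*, a lymphoid transcription factor, held 2945 ± 1255 RPM at CT6 (SD, n = 3) and 66.2 ± 63.2 at CT18, and lies in a list chosen on the same reads. An overlapping region also listed at CT6 alone, from 98335953 to 98345587, differed less. It held 3517 ± 1042 RPM at CT6 and 1468 ± 1736 at CT18, a log2 fold change of 1.44.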

S3 Table Bmal1 regulatory potentials in cohesin/CTCF dependent model and background model. The 3rd and 4th columns show the regulatory potentials when we only incorporate cohesin-non-CTCF or cohesin-CTCF effect in background model. The JTK_cycle q value and circadian phases of genes in mouse liver are showed in 6th and 7th column respectively. In this study, we consider q < 0.01 as the criteria of COGs.
(XLSX)

S4 Table Peak calling results for Bmal1 ChIP-Seq in MEF cells and DESeq results for RNA-Seq in control and Smc3-/- MEFs.

S5 Table All primers used in this study.

S6 Table The statistics of sequencing reads of 4C-Seq, ChIP-Seq, and RNA-Seq conducted in this study.

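For the 4C libraries, S6 Table follows the reads from sequencing to the counts analysed above. A total read maps uniquely or not, a unique read lies on the chromosome of the bait or elsewhere, and of the reads at HindIII sites of that chromosome the self-ligated ones (the bait fragment closed on itself) and the non-cut ones (HindIII did not cut next to the bait primer) carry no contact. From the paper's counts, chromosome 11 took 42.6% ± 13.8 of the unique reads at CT6 (SD, n = 3) and 64.4% ± 4.16 at CT18, with every CT18 library above every CT6 library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow, and chance gives such a separation in 10% of cases). A lower share on the chromosome of the bait leaves fewer reads for contacts. Fragments with at least 1 read numbered between 728 and 1443 at CT6 and between 1174 and 1505 at CT18. The 10 fragments with most reads took 23.2% ± 4.68 of a library at CT6 and 23.3% ± 0.629 at CT18.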

How the deposited data were processed for this re-analysis (not part of the article)

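The deposited files hold 4C-Seq counts from mouse liver at circadian time 6 (CT6, replicates 6, 7 and 8) and circadian time 18 (CT18, replicates 9, 10 and 11), with 3 mice per time and 1 library per mouse. The protocol given with the samples writes ZT6 and ZT18 where the labels and the paper write CT6 and CT18. The counts were deposited as raw reads per HindIII fragment of chromosome 11: the authors separated the reads by the bait primers, removed sequence upstream of the HindIII site and downstream of the DpnII site, aligned the reads to mm9 with Bowtie (its version is not given in the sources used here), and assigned reads that mapped uniquely to HindIII sites of the chromosome of the bait to the fragment between 2 neighboring sites. Methods states that self-ligated and non-cut reads were removed, but the counts as deposited still hold them on 2 fragments at the bait. This had not been foreseen in the plan, and those 2 fragments were removed from every library.

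The fragments were compared with the HindIII sites of the NCBIM37 (mm9) sequence, and genes were taken from GENCODE M1 on the same assembly. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The highly interacting region was taken as 75 kb on either side of the bait. Shares of reads, the balance of the sides and the decay of reads with distance were computed per library and compared between times by two-sided exact permutation tests, for which 3 mice against 3 give no p below 0.1. Promoter windows hold the fragment of the transcription start and 1 fragment on each side. Their expected reads are the mean over other windows at 0.5 to 2 times the distance, with a pseudocount of 1. These windows slide by 1 fragment and include those that share fragments with the promoter window.

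Enhancer interacting regions were called with the settings of Methods where it states them: windows of 3 fragments, a limit of 2 Mb, 100 permutations, an FDR of 0.01, the 95% quantile of the cutoffs, and a call in at least 2 of 3 libraries. Methods masks a region given as 150 kb to the bait and permutes raw reads in a custom pipeline generally following FourSig, which was not run here, so the width and the exact null are open, and 75 kb on either side and permuted fragment counts were chosen here. For single fragments, the cutoff times the ratio of reads was also divided by 3, a step that Methods does not state. Differences between the times were tested with edgeR's quasi-likelihood test on fragments, on windows and on the regions of S2 Table with at least 10 reads in at least 3 of the 6 libraries, with chromosome 11 totals as library sizes, TMM factors and Benjamini-Hochberg adjusted p under 0.05. These p-values measure the spread between the 3 mice of each time. The standard errors printed with edgeR's log2 fold changes are not estimated by edgeR. Each is the absolute log2 fold change divided by the square root of the F statistic, and so is approximate. The caller and the edgeR test were tested on simulated data drawn from the real counts.

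The comparisons, their alternatives and the genes to be named were written down before the data were examined, and the closing section marks the tests and alternatives that were chosen afterwards. The genes named are the 7 whose contact with the enhancer the paper names, which was known from its figures, and 4 lists within 2 Mb: genes of the highly interacting region, genes around *Erbb2*, genes from *Rara* to *Smarce1*, and type I keratin genes with their associated proteins. Other genes are named where a fragment, window or region that is reported overlaps them. The alternatives were other extents of the region, other nulls, thresholds and numbers of libraries for the caller, other pseudocounts and distance ranges, DESeq2, no TMM factors, other expectations for promoters, libraries thinned to equal depth, and leaving out each library in turn. No file of the series holds data for the other assays of the paper, so their results were not examined here. Sequencing reads were not realigned.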

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

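The paper limits its calls to 2 Mb from the bait. Beyond that limit lay 34.6% ± 8.67 of the reads of the CT6 libraries (SD, n = 3) and 27.0% ± 2.62 of those of the CT18 libraries, and these reads were examined because the paper did not analyse them. The shuffling tests of this part were chosen after the result was seen, except that on readable fragments, whose bound was set first, and the edgeR test over the chromosome, which was planned and from which the 28 were read afterwards. Groups of 3 libraries are too small to test a single library against the others of its group.

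On 28 HindIII fragments of chromosome 11 more than 2 Mb from the bait, at least 10 reads were found in at least 3 of the 6 libraries. Of these, 18 lie within 10 Mb of the bait, where 13.2% of the 35208 fragments beyond 2 Mb lie. *Stat5b*, which encodes a transcription factor of growth hormone signaling in liver, holds 4 of them. One of these, from 100710314 to 100711237, had 438, 434 and 750 reads at CT18 and 0 in each library at CT6. A fragment in *Psme3*, a proteasome activator gene, from 101179097 to 101181465, had 68, 372 and 574 reads at CT18 and 0 at CT6. *Sfi1*, a centrosome gene near the end of the chromosome, holds another 4, and the other 24 lie outside it. All 3 CT18 libraries and no CT6 library had at least 10 reads on 5 of the 28, all 3 CT6 libraries on 1, and more than 4 libraries on 0. The rule counts raw reads and is not scaled to depth. Beyond 2 Mb, CT6 replicates 6, 7 and 8 had 388, 481 and 333 fragments with at least 10 reads. CT18 replicates 9, 10 and 11 had 849, 618 and 600, so fragments met by CT18 libraries alone are the more likely kind.

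Pile-ups of reads on unrelated fragments, placed at random within strata of similar distance and length, do not account for the count. In 100 rounds that shuffled each library's counts within these strata, between 4 and 19 fragments met the rule (mean 10.55), against 28 observed. Beyond 4 Mb the count was 17, against 9 at most when shuffled. Fragments that cannot be read do not account for it either: among fragments with a DpnII site and a unique end, which are 85.9% of those beyond 2 Mb, 27 met the rule and 20 at most when shuffled. The distance strata are wide, so the fall of contacts with distance within a stratum stays open, as does mapping of reads in repeated sequence such as that of *Sfi1*. Rare contacts of the bait at these fragments, in either phase of the day, may be a further explanation of the 28. In edgeR over 292 fragments of the whole chromosome, which include these 28, 0 of the 28 differed between CT6 and CT18 and 5 had an unadjusted p under 0.05 (smallest adjusted p = 0.496 from edgeR; DESeq2 was not run on them).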

How the results depend on the processing

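Settings that kept self-ligated and non-cut reads, that joined the redistribution null with another choice or applied it to regions at both times, that fitted the highly interacting region or CT6 replicate 7 alone, and that set counts under 10 to 0 were chosen after the data were seen. No paired analysis was possible because the time points share no replicate numbers. Of 225 alternative values for the comparisons, 176 were the same in direction and side of the threshold or size, 4 reversed and 45 moved. The causes of the changes below were not tested, except where a setting changes the reads or fragments counted.

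Share in the highly interacting region (40.9% at CT6, 43.5% at CT18): 51.0% and 55.4% with 150 kb on either side, 49.0% at CT18 over the span of the S2 Table fragments, 68.2% and 69.1% with self-ligated and non-cut reads kept, 73.9% and 75.7% with both. Leaving out each library in turn gave 37.7 to 43.0% at CT6, 42.8 to 44.4% at CT18, and differences from -5.76 to -0.468. Share within 2 Mb: 82.1% and 85.3% with those reads kept, and 60.5 to 68.4%, 72.0 to 74.5% and differences from -12.5 to -4.60 without single libraries. Share at lower coordinates: 52.7% and 54.3% without the 5 fragments with most reads, 22.9% and 23.0% with those reads kept, and 46.6 to 50.3%, 48.2 to 50.3% and differences from -2.51 to 1.19 without single libraries, reversed without CT6 replicate 8 (1.19) and CT18 replicate 10 (0.0171). Slope: -1.29 at CT6 with a pseudocount of 0.1, -1.27 at CT6 at equal depth, -1.00 and -1.18 from 200 kb to 2 Mb, where the difference reversed (0.182). Without single libraries it was -1.278 to -1.276, -1.286 to -1.233 and -0.0440 to 0.00915, reversed without CT18 replicate 10.

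Regions at CT6, CT18 and both (3, 3 and 2): 0, 0 and 0 with 150 kb on either side or the S2 Table span, 125, 179 and 80 with the redistribution null, 137, 238 and 92 with that null and 150 kb, 5, 5 and 4 with the median of the cutoffs, 0 at CT6 and at both when called in 3 of 3, and 40, 86 and 33 with the redistribution null in 3 of 3. Without single libraries the numbers were 0 to 3, 3 to 3 and 0 to 2, with 0 at CT6 and at both without CT6 replicate 6 or 8. The percentile of other Bmal1 super-enhancers was 74.2 with windows of 7 fragments and 29.6 to 46.3 without single libraries. In their place, 8 Bmal1 binding sites of MEFs, which are not super-enhancers, gave 76.0. These sites came from the part of S4 Table that was at hand. DESeq2 called 16 fragments and 1 region of S2 Table, where edgeR called 0 and 0, with 17 and 2 at an unadjusted p under 0.05. Leaving out libraries gave 0 to 0 in edgeR.

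Of 69 alternative log2 fold changes of the named promoters, 59 kept their direction and 10 reversed. *Ormdl3*: 0.016 in DESeq2, 1.12 on the single fragment, 0.48, 0.067 and 0.43 without CT6 replicate 6, CT6 replicate 8 and CT18 replicate 11. *Nr1d1*: -0.11 on the single fragment and -0.13 without CT6 replicate 7. *Med24*: 0.22 on the single fragment and 0.13 without CT6 replicate 8. *Cdk12*: -9.27 on the single fragment. Their ranges without single libraries were -1.57 to 0.48, -0.13 to 0.63 and -0.93 to 0.13 for the first 3. Promoters above expectation were 8 to 11 of 14 without single libraries. Of 98 alternative ratios to the expected reads, 80 stayed within the spread between mice and 19 changed sign. Of those that had exceeded this spread, 2 reversed on the single fragment, *Cdk12* at CT6 (-5.61) and *Eif1* at CT18 (-0.91). Another 16 moved beyond it, and of these *Fbxl20* at CT18 (-3.67 on the single fragment), *Eif1* at CT6 (5.54 with the median of the background) and *Nr1d1* (-0.74 at CT6 with a background from a narrower range of distances, 0.87 at CT18 with that on its side of the bait) changed sign. The single fragment of *Eif1* had too few reads to be tested and gave no fold change. At equal depth the numbers of regions were again 3, 3 and 2, and edgeR called 0 of 234 fragments (17 at an unadjusted p under 0.05).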

Differences from the paper's values

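The paper gives 49 enhancer interacting regions at CT6 and 51 at CT18, and its S2 Table lists 25 at both. From the deposited counts, 3, 3 and 2 were called at the FDR, quantile and window size of the paper. Its text leaves open whether 150 kb is the whole width or the distance on either side, and how raw reads were permuted in its custom pipeline, which generally follows FourSig (a published method with a null of its own, not run here), so the 75 kb on either side and the permuted fragment counts used here are a reading of it. The single fragments of S2 Table reach 86.2 kb from the bait, and its windows begin at 160.7 kb at CT6 and 162.0 kb at CT18. Of the alternatives set before the data were examined (150 kb on either side, the span of the S2 Table fragments, an FDR of 0.05, the redistribution null for each time, the median of the cutoffs, libraries at equal depth, a call in 3 of 3 libraries, and any overlap of 1 base for the regions at both), none came within 1.5 times of the paper's numbers. The redistribution null called 125 and 179 and included 38 of the 49 and 42 of the 51 regions of the paper. With 150 kb on either side, a combination chosen after seeing the values, it called 137 and 238 and included 47 of the 49 and all 51. The redistribution null with a call in 3 of 3 libraries, also chosen after seeing the values, gave 40 at CT6 and 33 at both, within 1.5 times of the paper's 49 and 25, and 86 at CT18. It holds 14 of the paper's 49 regions at CT6 and 27 of its 51 at CT18, and so drops 35 and 24.

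The paper states that in every sample more than 40% of the reads lie in the region of 150 kb around the bait. With 75 kb on either side, 4 of 6 libraries were above 40%, and CT6 replicates 6 and 8 were at 38.6% and 36.8%. With 150 kb on either side and over the span of the S2 Table fragments, 6 of 6 were above 40%. With 75 kb and the self-ligated and non-cut reads kept, a setting chosen after seeing the values, 6 of 6 were also above 40% (57.6% to 78.4%).

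The paper states that in its 3C assay *Ormdl3* interacts with the enhancer less than its control at CT6. In the 4C reads at CT6, the fragment of the *Ormdl3* primer held 2, 4332 and 312 reads and the control fragment 0 in each library. Over all fragments from 75 kb to 2 Mb, 25.1% ± 11.6 held a read at CT6. Most of these fragments lie farther out than the control, and the share at its distance was not computed. How unusual an empty control is can therefore not be told. The 3C signal and the 4C reads on 1 fragment are also unlike measures. At CT6, S2 Table lists 0 regions over *Ormdl3*, which the paper names as non-interacting at that time. For *Nr1d1* and *Med24* the fragment of the gene exceeded its control in 3 of 3 libraries, and for *Thra* in 2 of 3, the direction that the paper gives. The fragment of the *Cdk12* primer, which ends before that gene begins, also exceeded its control in 3 of 3 libraries. For *Cdk12* the text of the paper states a weak interaction and gives no fold over the control.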

Other observations

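The tests of this part were chosen after the results were seen, except the fits and gene lists, the comparison with other Bmal1 super-enhancers (whose bounds were written later), the comparison of low counts within 2 Mb, the correlation with low counts set to 0 and the shuffled windows, whose bounds were set before those results.

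*Igfbp4* encodes a binding protein of insulin-like growth factors, which liver secretes, and its promoter lies above the bait between *Rara* and *Smarce1*. Its window (98898029 to 98905798) held 17, 128 and 15 reads at CT6 and 1362, 2137 and 2210 at CT18, a log2 fold change of -4.58 (standard error 2.19). The 7 genes of this list, with *Cdc6* and *Top2a* among them, had 2089 ± 268 RPM per window at CT6 (SD, n = 3) and 3282 ± 200 at CT18. In edgeR 0 passed, also when adjusted over the list alone (smallest adjusted p = 0.332), 1 (*Igfbp4*) had an unadjusted p under 0.05 and DESeq2 called that 1. The 12 genes around *Erbb2*, a receptor tyrosine kinase, had 1948 ± 572 and 1692 ± 183 RPM, and 0 passed edgeR over the list alone (smallest adjusted p = 0.951), with 0 at an unadjusted p under 0.05 and 0 in DESeq2.

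Type I keratins are filament proteins of epithelia that hepatocytes express little, apart from *Krt18* elsewhere in the genome. The 49 genes of these keratins and of keratin-associated proteins, taken together, had 154 ± 60.4 RPM per window at CT6 and 214 ± 57.1 at CT18. Of the 12 with enough reads, 0 passed edgeR over the list alone (smallest adjusted p = 0.118), 2 had an unadjusted p under 0.05 and DESeq2 called those 2, *Krt14* and *Krt15*. The *Krt14* window held 0 reads in each CT6 library and 492, 1134 and 52 at CT18, and the *Krt15* window 0 in each CT6 library and 16, 471 and 306 at CT18.

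Reads beyond 2 Mb show a pattern between libraries. Of the fragments with at least 500 reads in CT18 replicate 10, 76.3% held 1 to 5 reads in CT18 replicate 11, and of those in CT6 replicate 6, 74.1% held 1 to 5 in CT6 replicate 7. The third highest of the 30 ordered pairs of libraries was at 22.7%. Reads assigned to the wrong library may be a source of these low counts. Rare contacts shared by libraries would appear in both directions of a pair, but the reverse share of the leading pair was 15.3%. Within 2 Mb, the bound set beforehand was not met (12.9% in the lower of the pairs, 20.5% in the highest other pair), but that bound was wrong, since 80.6% of these fragments of the lower pair hold at least 10 reads in the partner library, which leaves few to hold 1 to 5. Both pairs join libraries of 1 time, so the pattern bears on the correlations within times: with counts under 10 set to 0, the difference of 0.0160 between pairs of 1 time and of different times was 0.00583, and the correlation of CT18 replicates 10 and 11 went from 0.573 to 0.470.

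Reproducible reads outside the highly interacting region were compared with 100 shuffled rounds. With the redistribution null, drawn anew for this comparison, 115 windows were called at CT6 and 164 at CT18 in at least 2 of 3 libraries, against 114 to 153 and 150 to 198 when counts were shuffled among fragments at similar distance with a read in any library. From 75 kb to 2 Mb, 109 fragments at CT6 and 272 at CT18 had at least 10 reads in at least 2 of 3 libraries, against 92 to 120 and 254 to 286, and 82 had them at both times, against 60 to 89. Pile-ups of reads on unrelated fragments could give these numbers. On 24 fragments all 6 libraries had at least 10 reads, above the shuffled range of 6 to 18. Only 3 of the 24 lie beyond 250 kb, where the shuffled range was 0 to 4. Nearer the bait, fragments from 75 to 250 kb on 1 side were treated as alike in distance. Reads fall steeply there, at CT6 from a mean of 2280 RPM per fragment at 83.3 to 141 kb to 579 at 141 to 240 kb. Whether pile-ups together with this fall give the 24 can therefore not be told.

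The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 0 fragments, 0 regions of S2 Table and 0 windows in edgeR (17, 2 and 38 at an unadjusted p under 0.05, and 16, 1 and 39 in DESeq2), and the highest of the other splits 1, 1 and 2. At an unadjusted p under 0.05 the other splits gave 3 to 20, 0 to 6 and 9 to 28.

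The reads at 10 other Bmal1 super-enhancers of chromosome 11, more than 2 Mb from the bait, were at a median percentile of 38.0 among sets of windows at similar distance (16.8 to 91.6 over the 6 libraries, above the 95th in 0). Most libraries had no such site with at least 10 reads, so whether Bmal1-bound sites contact one another cannot be told from these counts. No window of 3 fragments beyond 2 Mb was called at either time with the null of permuted fragment counts. In each of the 6 libraries no cutoff met the FDR, so no window could be called. On shuffled real counts within 2 Mb, this null also recovered 0 of 15 planted clusters at 10 and at 30 times the mean. Its 0 is therefore no evidence that far contacts are absent.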
